# Transcriptome Analysis Identifies the Dysregulation of Ultraviolet Target Genes in Human Skin Cancers

**DOI:** 10.1371/journal.pone.0163054

**Published:** 2016-09-19

**Authors:** Yao Shen, Arianna L. Kim, Rong Du, Liang Liu

## Abstract

Exposure to ultraviolet radiation (UVR) is a major risk factor for both melanoma and non-melanoma skin cancers. In addition to its mutagenic effect, UVR can also induce substantial transcriptional instability in skin cells affecting thousands of genes, including many cancer genes, suggesting that transcriptional instability may be another important etiological factor in skin photocarcinogenesis. In this study, we performed detailed transcriptomic profiling studies to characterize the kinetic changes in global gene expression in human keratinocytes exposed to different UVR conditions. We identified a subset of UV-responsive genes as UV signature genes (UVSGs) based on 1) conserved UV-responsiveness of this subset of genes among different keratinocyte lines; and 2) UV-induced persistent changes in their mRNA levels long after exposure. Interestingly, 11 of the UVSGs were shown to be critical to skin cancer cell proliferation and survival. Through computational Gene Set Enrichment Analysis, we demonstrated that a significant portion of the UVSGs were dysregulated in human skin squamous cell carcinomas, but not in other human malignancies. This highlights the potential and specificity of the UVSGs in clinical diagnosis of UV damage and stratification of skin cancer risk.

## Introduction

Skin cancer is the most common cancer in the US and has become a major public health problem due to rising incidence and treatment costs [1, 2]. Every year nearly 5 million cases of skin cancers are treated, at an estimated cost of $8.1 billion [3]. There is compelling scientific and epidemiological evidence that skin cancer is caused mainly by an interplay between genetic factors and exposure to solar UV radiation (UVR) [4–6]. Most skin cancer cases are preventable through proper protection against excessive UV exposure. Sunscreen is one of the commonly used sun protection strategies, especially in skin cancer susceptible populations [7]. However, there are controversies surrounding the efficacy and safety of sunscreen products [8–11]. Currently, the sun-protection efficacy of sunscreens is measured by Minimal Erythema Dose (MED), which refers to the lowest time interval or dosage of UV sufficient to produce a minimal, perceptible erythema on unprotected skin. As an indicator of UV damage, MED is both insensitive and inadequate because significant molecular and cellular damage occurs at sub-erythema UV doses that may contribute to cumulative photo damage [12, 13]. MED also varies widely among different skin types. To reduce skin cancer incidence, sensitive biomarkers and methods are needed for accurate assessment of UV-induced damage and evaluation of the protective efficacy of sunscreen products to enhance skin cancer prevention.

Presently, no consensus panel of UV biomarkers is available for quantifying UV damage and stratifying skin cancer risk. Previous studies have attempted to identify UV-responsive genes as UV biomarkers [14–19]. However, there are significant variations in the experimental designs including the choices of cell types, UV sources and doses, time points of analysis, and expression profiling methods with different genomic coverage. Such variances make cross-comparison and validation of previous findings challenging. To define a consensus UV biomarker panel with broad applicability and accuracy, we performed RNA-Seq studies to generate a transcriptomic cohort containing UV-responsive genes in human skin cells exposed to different UVR conditions. We then performed rigorous bioinformatics analysis to define a UV gene expression signature that is conserved among cells from different donors. We further demonstrated that the UV signature genes (UVSGs) are significantly enriched in genes dysregulated in human skin squamous cell carcinomas (SCCs), highlighting the potential clinical utility of the UVSGs in risk prediction and stratification of skin cancer.

## Material and Methods

### Human keratinocyte cultures, human SCC and normal skin tissues

Primary human keratinocytes from neonatal foreskins were provided by the Columbia University Medical Center Skin Disease Research Center’s Tissue Culture and Histology Core facility. The protocol was exempt by the Institutional Review Board at Columbia University. Keratinocytes from 4 individual donors (N0, N1, N2, and N6) were cultured in 154CF medium supplemented with human keratinocyte growth supplement (Life Technologies, Grand Island, NY). Cells from each donor were maintained and analyzed separately. Human SCC tumor tissues and adjacent normal skin tissues were obtained from the Molecular Pathology Shared Resource/Tissue Bank of the Herbert Irving Comprehensive Cancer Center of Columbia University under CUMC IRB protocol AAAB2667.

### UV radiation

Primary keratinocytes were propagated in culture for 2 to 3 passages in 10 cm culture dishes. UVR was delivered using four FS20T12 UV tubes, which emit UV rays between 290 and 340 nm, with an emission peak at 310 nm [20]. Before UVR, cells were rinsed once with PBS and irradiated in approximately 0.5 ml PBS in each 10 cm dish with 3 different doses: 10, 20, or 30 mJ/cm^2^, which was determined by an IL1400 radiometer connected to a SEL240/UVB-1/TD detector [21]. Cells were collected at 4 h, 1 day or 3 days after UVR. The seeding density for each UVR condition was adjusted based on a pre-determined LD50 UV dose (35 mJ/cm^2^ at 24 h after UVR) as follows [22]: 0.75x10^6^/dish for control cells or cells irradiated with 10 mJ/cm^2^ UVR; 1x10^6^/dish for cells irradiated with 20 mJ/cm^2^ UVR; 1.5x10^6^/dish for cells irradiated with 30 mJ/cm^2^ UVR (collected 1 day after UVR) or 3x10^6^/dish for cells irradiated with 30 mJ/cm^2^ UV (collected 3 days after UVR). Cells were allowed to recover for 24 h after subculture. UVR was applied in the order of 3 days, 1 day, and 4 h prior to the collection of all cells on the same day to ensure that all cells were cultured for the same amount of time within each experiment.

### RNA isolation and RNA-Seq analysis

Total RNA was isolated from cultured keratinocytes, human SCC tissues, and adjacent normal skin tissues using the RNeasy Kit (QIAGEN, Gaithersburg, MD). All RNA samples were subsequently analyzed using an RNA 6000 nano chip (Agilent Technologies, Wilmington, DE) to confirm that the RNA integrity index was 8.0 or above. Total RNA (500 ng) from each sample was subjected to poly-A pull-down to enrich mRNAs for library preparation by using Illumina TruSeq RNA prep kit (Illumina, San Diego, CA). The resulting libraries were sequenced using Illumina HiSeq2000 at Columbia Genome Center. Sequencing reads were mapped to the human reference genome (NCBI/build37.2) using Tophat (version 2.0.4). Differentially expressed genes (DEGs) between each UVR-treated group and the control group were determined using the DESeq software package [23], which is an R Bioconductor package that defines DEGs based on sequence read counts data. DESeq uses a negative binomial model to approximate the distribution of read counts and estimate the mean and variance of the dispersion. We selected DEGs using fold change (FC) cutoffs set at >2 or <0.5 between irradiated and non-irradiated keratinocytes. A False Discovery rate (FDR) of <0.05 was used to control for false discoveries.

### Bioinformatics and statistical analyses

DEG lists were used in principal component analysis (PCA) to test the variations in transcriptomic response to different UVR conditions among the keratinocyte lines. PCA is a statistical method that performs orthogonal linear transformation to convert a gene expression matrix into a linearly uncorrelated variable called the principle component (PC) [24]. Each PC is a linear combination of the original gene expression values. The first two PCs contain the most variance in the data, and could be visualized in 2-dimentional space. DAVID is a free online bioinformatics resource for systematic analyses of gene function classification, annotation and clustering based on various databases including KEGG, BioCarta, and Gene Ontology [25]. We used DAVID to identify the biological pathways in which the UV-induced DEGs were enriched. To determine the overlap between UVSGs and SCC signature genes, we performed gene set enrichment analysis (GSEA), which computes the enrichment of a pre-defined gene set on a gene signature generated by fold-change, t-test or other method using the Kolmogorov-Smirnov statistic [26].

We used Paired t-test to identify genes displaying time-dependent UVR responses following exposure. To identify genes manifesting UV dose-dependent changes, we constructed a linear regression model using UV dose as an independent variable and gene expression as a dependent variable for each gene in the same keratinocyte line and at the same time point. To evaluate the overall effects of the various UVR doses on the expression of a specific gene, we integrated the multiple p-values from every regression analysis for that gene using Fisher's Method.

To obtain cancer-specific gene signatures for various human malignancies, we retrieved the RNA-Seq raw counts from The Cancer Genome Atlas (TCGA) database, which contains genomic and clinical information for tumors and their matching normal tissues across over 30 cancer types from more than 11,000 patients (publically available at cancergenome.nih.gov). We selected RNA-Seq data sets with both primary tumors and matched normal tissues for each tumor type. We generated DEG sets for each tumor type using the DESeq software package. To identify genes critical to skin cancer cell proliferation or survival, we queried the Achilles database with 67 of the UVSGs that were upregulated by UVR [27]. Genes were considered essential to skin cancer cell survival if their corresponding shRNAs became depleted after 40 days or 16 population doublings following shRNA infection. Normalized shRNA depletion scores were downloaded from the "cBOTv8_sbsv3_allreps_log.gct2” file in the Achilles database. All statistical analyses were performed using the R software package.

## Results

### Transcriptomic responses to different UVR conditions

In addition to its mutagenic effect, UVR can cause genome-wide transcriptional instability affecting thousands of genes [14–16]. To fully characterize UVR-induced transcriptomic changes, we conducted RNA-Seq to profile mRNA expression changes in keratinocytes isolated from 4 individual donor foreskins in response to different UVR doses at varied time points after exposure. 

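RNA-Seq libraries of the primary epidermal keratinocyte lines N0, N1 and N2, each from 1 donor, were analysed here, and line N6 was not analysed here. Each line gave 1 library of non-irradiated control cells and 1 library at each of 10, 20 and 30 mJ/cm2 UVR at Day 1 and at Day 3, and line N0 gave 1 more library per dose at 4 h. Each of the 6 conditions at Day 1 and Day 3 thus had 3 libraries from 3 donors, while each condition at 4 h had 1 library and no replicate. The single control library of a line served all of its irradiated libraries. By the Methods, the seeding density rose with dose, in the proportions 0.75 (control cells and 10 mJ/cm2), 1 (20 mJ/cm2), 1.5 (30 mJ/cm2, Day 1) and 3 (30 mJ/cm2, Day 3). Poly(A) RNA was made into TruSeq libraries and sequenced on a HiSeq2000. The authors mapped the reads with TopHat 2.0.4 to a build of the human genome named in the Methods, and compared each irradiated library with the control library of its donor by DESeq. The deposited values are the reads of 25559 genes, divided by DESeq size factors of the 2 libraries compared. The counting tool, its annotation and whether it used strand are not given in the sources used here. The whole reads were recovered from the steps between the lowest values, with every value within 0.1 of a whole read. They sum to 12038562 to 28346350 reads per library (median 21268663), of which the 3 control libraries had 21635344, 24322280 and 26762584, the libraries at 4 h 13742763 to 16555209 (median 15813816), those at Day 1 13259117 to 24978898 (median 21691039) and those at Day 3 12038562 to 28346350 (median 20901982). The values of all libraries were put on the scale of their own donor's control and tested with limma as log2(value + 1), in 1 fit of 21 libraries at control, Day 1 and Day 3, with the donor as a block. The fit covered 15473 genes with a value of at least 10 in at least 3 libraries, and because of the pseudocount the fold changes of low genes are understated. Histone, keratin, late cornified envelope, small proline-rich, HLA class I and AKR1C genes have near-identical family members, so the split of reads among them is uncertain. Antisense and overlapping genes cannot be told apart without strand. Only poly(A) RNA was sequenced, so all histone values given here cover messages with a poly(A) tail and not total histone message. Of the marker genes of other skin cells listed beforehand, 4 of 8 for melanocytes, 8 of 10 for fibroblasts, 2 of 8 for leukocytes and 2 of 5 for endothelial cells passed the filter. After UVR, 0 of the 4 melanocyte genes passed the threshold (1 did at any fold), and of the 8 fibroblast genes only DCN, a collagen-binding proteoglycan, did, with a log2 fold change of 1.92 (standard error 0.55, adjusted p = 0.0185) from limma.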

The resulting 22 DEG lists were subjected to principle component analysis (PCA) to visualize the similarities of the DEG profiles in response to different UVR conditions. As shown in Fig 1A, DEG profiles from Day 1 and 3 groups, but not the 4 h group, demonstrated great similarities in the first principle component (PC1). 

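At 4 h in line N0, ATF3, a transcription factor of the stress response, had a mean log2 fold change against the N0 control of 3.98 (2.73, 4.62 and 4.59 at 10, 20 and 30 mJ/cm2). SERTAD1, a regulator of E2F-dependent transcription, averaged 3.78 (3.49, 4.01 and 3.84 at 10, 20 and 30 mJ/cm2), PMAIP1, a pro-apoptotic p53 target, 3.45, and CDKN2B, an inhibitor of cyclin-dependent kinases, 2.74. At the other end, the kinase gene TAOK1 averaged −3.24, FNDC3B −3.18 and BCAR3 −3.13. The 17 immediate early and AP-1 genes had a median of 1.01 and the 12 histone genes one of 1.33, both at percentile 100 among 10000 random lists of equal size matched on mean expression. Inflammatory cytokine genes (median 0.87, percentile 99.98) and cornified envelope genes (0.71, percentile 99.86) also lay high, while the 25 mitosis genes (median −0.70) lay at percentile 0. Ribosomal protein genes (0.76) and MHC class I genes (0.84) lay at percentile 100 too, NRF2 targets (0.70) at 99.96 and NF-kB targets (−0.53) at 6.65. Short genes were higher in general, with a median of 0.54 at 30 mJ/cm2 for gene spans up to 10 kb, and the random lists were matched on expression alone, not on span, so a high percentile need not be particular to a pathway. These 4 h values come from 1 library per dose, with no replicate and no test. The principal components were computed on the log2 fold changes of 15650 genes in 21 irradiated libraries, each against its own donor's control. PC1 held 22.56% of the variance, and on it the 4 h profiles scored 39.46 to 99.12, the Day 1 profiles −86.77 to 39.15 and the Day 3 profiles −32.52 to 47.79, so that the 4 h and Day 3 ranges overlapped. Within N0, the mean distance of the 4 h profiles was 171.7 from the Day 1 and 164.4 from the Day 3 profiles, against 119.7 between Day 1 and Day 3. With each gene scaled to unit variance, the lowest 4 h score lay 37.66 above the highest other score, and without N1 or N2 it lay 58.96 and 80.97 above.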

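Genes of the cornified envelope, the protein layer of the outermost epidermal cells, differed between the lines at the 2 lower doses of Day 1: at 20 mJ/cm2 their median log2 fold change was 1.30 in N0, −1.19 in N1 and 2.48 in N2, and at 10 mJ/cm2 it was 0.92, −1.14 and 1.53, while at 30 mJ/cm2 it was positive in every line (4.60, 2.21 and 2.63). At Day 3 and 10 mJ/cm2 the same 32 genes had medians of 1.46, 2.13 and 1.85 in N0, N1 and N2, and at 20 mJ/cm2 medians of 2.44, 0.11 and 3.12. The 25 mitosis genes lay closer together at Day 1 (−0.19, −0.17 and −0.71 at 10 mJ/cm2) than at Day 3 (−0.82, −3.64 and −2.69). Interferon response genes differed between the lines at both days, with medians of 2.09, 2.80 and −0.20 at Day 1 and 20 mJ/cm2 and of 1.28, 3.63 and 0.42 at Day 3 and 10 mJ/cm2. These spreads between lines are given as values and were not tested. The second component held 19.42% of the variance of the fold change profiles, and the 9 Day 1 profiles scored −54.29 to 31.19 on it (a range of 85.49) and the 9 Day 3 profiles 6.677 to 74.53 (a range of 67.85). Over all genes, the mean distance between 2 profiles was 132.7 at Day 1 and 123.6 at Day 3, and this difference of 9.069 was no larger than chance gave (p = 0.4297 from the exact two-sided test over 512 swaps of the days within line and dose). Profiles of the same line at other doses were 116 apart at Day 1 and 96.32 at Day 3, and profiles of other lines at the same dose 118.6 and 125.1. The ratio of the ranges, Day 3 to Day 1, was 0.7937, turned to 1.47 in components computed without the 4 h libraries, and was 0.2903, 0.6604 and 0.6351 without N0, N1 and N2.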

Along the second principle component (PC2) axis, the range of differences among the Day 3 DEG lists appeared smaller than that of the Day 1 DEG group, demonstrating a time-dependent increase in the similarity of UVR-induced transcriptomic changes among different keratinocyte lines and different UVR doses.

**Fig 1:**
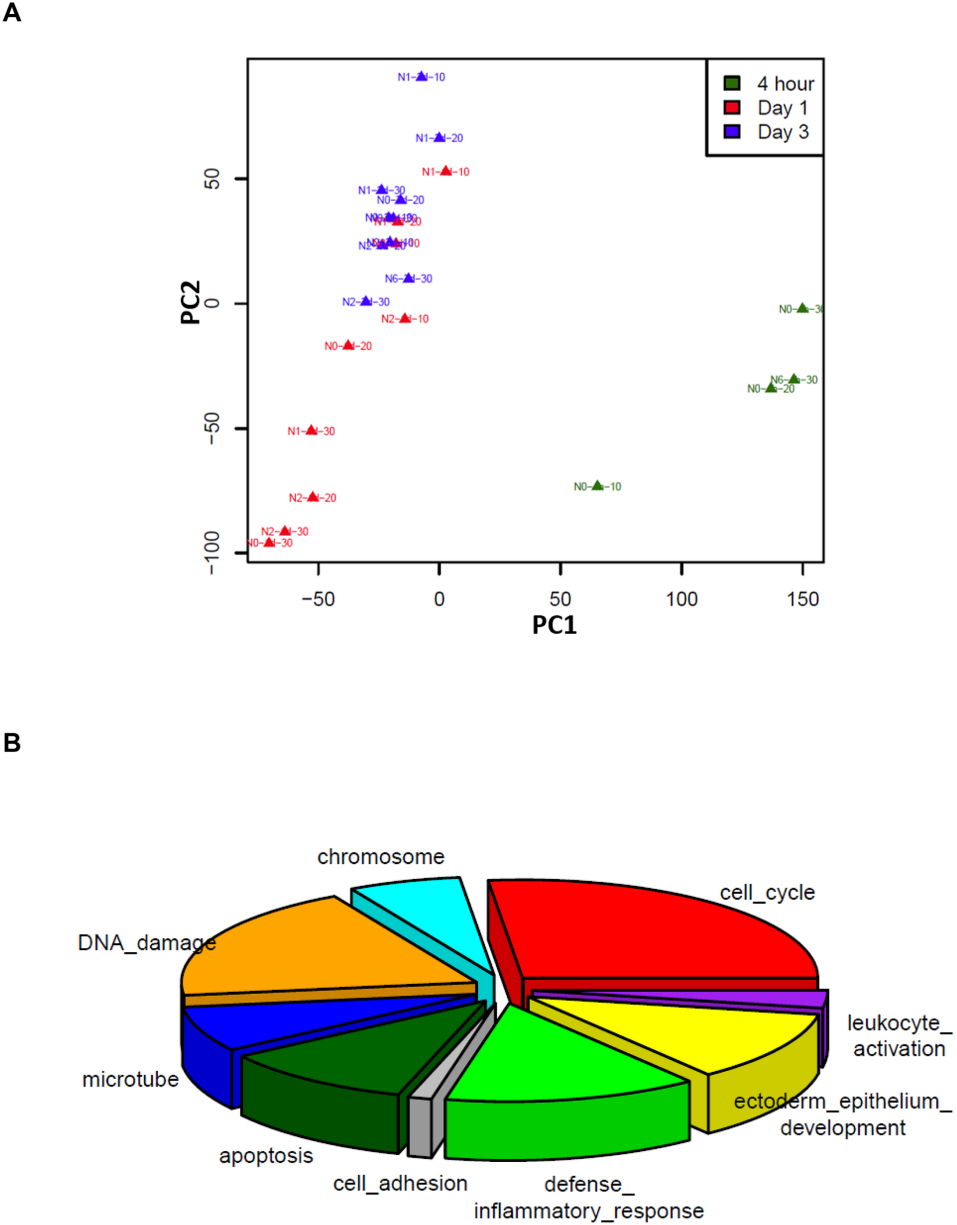
A: PCA analysis demonstrating time-dependent clustering of UV-responsive transcriptomic profiles in human keratinocytes; B: DAVID pathway analysis illustrating the enrichment of UV-induced DEGs into different biological pathways. The size of the pie chart is proportional to the number of genes in each pathway.

To uncover the biological pathways that were most responsive to UVR, we calculated the average of the FC of each DEG from Day 1 and Day 3 DEG lists (S1 Table). Using an FC cutoff of 2, we obtained a total of 531 genes that were upregulated (FC>2) and 610 genes that were down-regulated (FC<0.5) in response to different UVR conditions. 

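CYP24A1, whose product breaks down vitamin D, rose after UVR, with a log2 fold change over Day 1 and Day 3 of 6.20 (standard error 1.08, adjusted p = 0.00106) from limma (9.55 in N0, 5.34 in N1 and 3.70 in N2). Keratin gene KRT13 rose by 4.55 (standard error 0.65, adjusted p = 0.000271), and RRAD, which encodes a Ras-related GTPase, by 3.88 (standard error 0.26, adjusted p = 3.62e-07). CLDN4, a claudin of tight junctions, rose by 3.34 (standard error 0.30, adjusted p = 1.02e-05), and the orphan receptor gene GPRC5A by 3.05 (standard error 0.41, adjusted p = 0.000188). PVRL4, a nectin of cell contacts (3.21), IGFL1 (3.09), CRCT1 (3.03) and HSPB8, a small heat shock protein (2.75), also passed. Among the genes that fell were DPYD, an enzyme of pyrimidine breakdown, with −3.07 (standard error 0.46, adjusted p = 0.000401), and KIF20A, a kinesin needed for cell division, with −2.89 (standard error 0.59, adjusted p = 0.00276). CDC20, an activator of the anaphase-promoting complex, fell by 2.83 (standard error 0.48, adjusted p = 0.000933), and LMNB1, a lamin of the nuclear envelope, by 2.52. In all, 789 genes were higher by over 2-fold and 596 were lower (fold change under 0.5) at an adjusted p under 0.05 from limma, over 3 donors and 15473 genes tested. Leaving out 1 control library gave 510 higher and 486 lower genes (N0), 589 and 400 (N1), and 790 and 338 (N2). The arithmetic mean of the authors' deposited fold changes, with no test, gave 1368 and 283. Their geometric mean, chosen after seeing the data, gave 875 and 605. By condition, 62 genes passed at Day 1 and 10 mJ/cm2 (47 higher and 15 lower), 1114 at 20 mJ/cm2 (480 and 634) and 3490 at 30 mJ/cm2 (1529 and 1961), and at Day 3 1500 (983 and 517), 1889 (1137 and 752) and 1714 (964 and 750). The 62 genes rest on single libraries: leaving 1 out gave 14 (N0 control), 15 (N0 at 10 mJ/cm2), 33 (N1 control), 14 (N1 at 10 mJ/cm2), 141 (N2 control) and 30 (N2 at 10 mJ/cm2), and the 1500 genes at Day 3 and 10 mJ/cm2 became 368 without the N1 library of that condition, 922 without the N1 and 980 without the N0 control. Quantile normalization gave 796 higher and 709 lower genes at Day 3 and 10 mJ/cm2. The 789 and 596 genes became 415 in all without the donor block, 415 and 369 without N0, 658 and 242 without N2, and 0 with 1 value per donor in limma (4792 at an unadjusted p under 0.05), while edgeR called 1320 and DESeq2 1409 on the recovered reads of all 21 libraries, not on 1 value per donor. The call of CYP24A1 was lost without the block (adjusted p = 0.204; 8.2e-10 to 0.886 over all settings) and that of KIF20A without N2 (adjusted p = 0.0851; 6.08e-05 to 0.338).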

We performed DAVID analysis to identify top biological pathways in which the upregulated genes and down-regulated genes were enriched. DAVID revealed multiple pathways that were significantly modulated by UVR. The down-regulated genes were significantly enriched in the following top biological pathways: cell cycle regulation (83 genes), chromosome structure (19 genes), DNA damage response (DDR) (59 genes), and microtubule organization (23 genes); whereas the upregulated genes were enriched in pathways such as apoptosis (33 genes), defense inflammatory response (43 genes), ectoderm epithelium development (36 genes), cell adhesion (4 genes) and leukocyte activation (9 genes) (Fig 1B).

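Genes of mitosis fell together: all 25 on the list were lower after UVR (25 lower when adjusted over the list alone), with a median log2 fold change of −2.16 and medians of −1.17, −2.80 and −2.65 in N0, N1 and N2. They include MKI67, the proliferation marker Ki-67, with −2.78 (standard error 0.74, adjusted p = 0.0124) from limma, the ubiquitin-conjugating enzyme gene UBE2C (−2.58) and CENPF of the kinetochore (−2.58). The set test, limma's camera with a preset correlation of 0.01, gave the list an adjusted p = 1.55e-12 (adjusted p = 0.232 with an estimated correlation). Of 25 DNA replication genes, 17 fell and none rose (18 lower when adjusted over the list alone), with a median of −1.28 (adjusted p = 1.92e-10, and 0.249 with an estimated correlation), among them RRM2 of ribonucleotide reductase (−2.03) and the origin licensing genes ORC1 (−1.97) and CDC6 (−1.78). Of 29 p53 targets, 13 rose and none fell (13 adjusted over the list alone; median 0.93, adjusted p = 5.75e-22, and adjusted p = 0.083 with an estimated correlation). GDF15, a secreted stress cytokine, rose by 4.74, the decoy death receptor gene TNFRSF10C by 4.03 and TP53INP1, a pro-apoptotic stress gene, by 1.96. In the BCL2 family, 5 of 17 genes rose and 1 fell (5 and 1 adjusted over the list alone; median 0.47, adjusted p = 0.00126, and adjusted p = 0.101 with an estimated correlation): the pro-apoptotic genes BMF (2.30) and BBC3 (1.68) were higher and the anti-apoptotic BCL2 (−1.28) was lower. Inflammatory cytokine genes rose in 12 of 24 cases and fell in none (13 higher adjusted over the list alone; median 1.26, adjusted p = 6.61e-07, and adjusted p = 0.124 with an estimated correlation), with CSF2 (2.40), which encodes GM-CSF, and IL36B (2.01) as examples. Among 15 NF-kB targets 8 rose (8 adjusted over the list alone; median 1.07, adjusted p = 1.39e-06, and adjusted p = 0.133 with an estimated correlation), such as TNFAIP2 (2.11) and the adhesion receptor ICAM1 (2.08), and none fell. Of 10 antimicrobial and alarmin genes, 8 rose (8 adjusted over the list alone; median 2.19, adjusted p = 2.42e-05, and adjusted p = 0.124 with an estimated correlation), with DEFB1 (3.11) and S100A7 (2.60), and the medians were 3.55 in N0, 0.71 in N1 (−0.47 and −1.28 at Day 1 at 10 and 20 mJ/cm2) and 2.45 in N2. Cornified envelope and late differentiation genes rose in 20 of 32 cases and fell in none (22 higher adjusted over the list alone; median 1.96, adjusted p = 1.82e-09, and adjusted p = 0.214 with an estimated correlation), with LCE1E at 3.34 (standard error 0.36, adjusted p = 3.64e-05) and RPTN at 3.51 (standard error 0.98, adjusted p = 0.0159) from limma. Their medians were 2.24 in N0, 0.54 in N1 and 2.48 in N2. Of 16 spinous layer genes 8 rose (11 adjusted over the list alone; median 1.77, adjusted p = 5.53e-06, and adjusted p = 0.274 with an estimated correlation), KRT1 among them (2.43), with medians of 3.75 in N0, 0.25 in N1 (−1.01 at Day 1 and 20 mJ/cm2) and 1.00 in N2, and of 13 tight junction genes 6 rose (7 adjusted over the list alone; median 1.22, adjusted p = 3.91e-08, and adjusted p = 0.0874 with an estimated correlation), such as OCLN (1.83). Keratins of wounds and simple epithelia rose in 11 of 17 cases (12 adjusted over the list alone; median 1.45, adjusted p = 6.61e-07, and adjusted p = 0.124 with an estimated correlation), with KRT81 (3.35) and KRT4 (3.01). The lists were fixed before the data were examined, but 25 of the 25 mitosis, 18 of the 25 DNA replication, 12 of the 29 p53, 6 BCL2 family, 14 inflammatory cytokine, 8 of the 15 NF-kB, 9 antimicrobial, 8 tight junction, 27 of the 32 cornified envelope, 8 of the 16 spinous layer and 12 of the 17 wound and simple-epithelial keratin genes are also in the paper's supplementary tables, chosen on these samples, so the direction of these lists is not independent evidence. The same holds for the pathway genes of S6 Table: 79 of 83 cell cycle, 17 of 19 chromosome and 21 of 23 microtubule genes fell (82, 17 and 22 adjusted over the list alone), while 32 of 33 apoptosis, 37 of 43 defense and inflammatory, 27 of 36 ectoderm and epithelium, 7 of 9 leukocyte activation and 4 of 4 cell adhesion genes rose (33, 39, 32, 8 and 4 adjusted over the list alone). Over the 34 fixed lists with enough measured genes, camera called 27, and with an estimated correlation 0 (12 at an unadjusted p under 0.05), while fry called 25. With the condition labels reassigned within each donor, camera still called 4 to 26 lists (median 12), so the number of lists called says little by itself. Without N2, the call of MKI67 was lost (adjusted p = 0.134; 0.00194 to 0.277 over all settings), and with 1 value per donor that of KRT1 (adjusted p = 0.137; 0.0169 to 0.296).

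**Figure D1:**
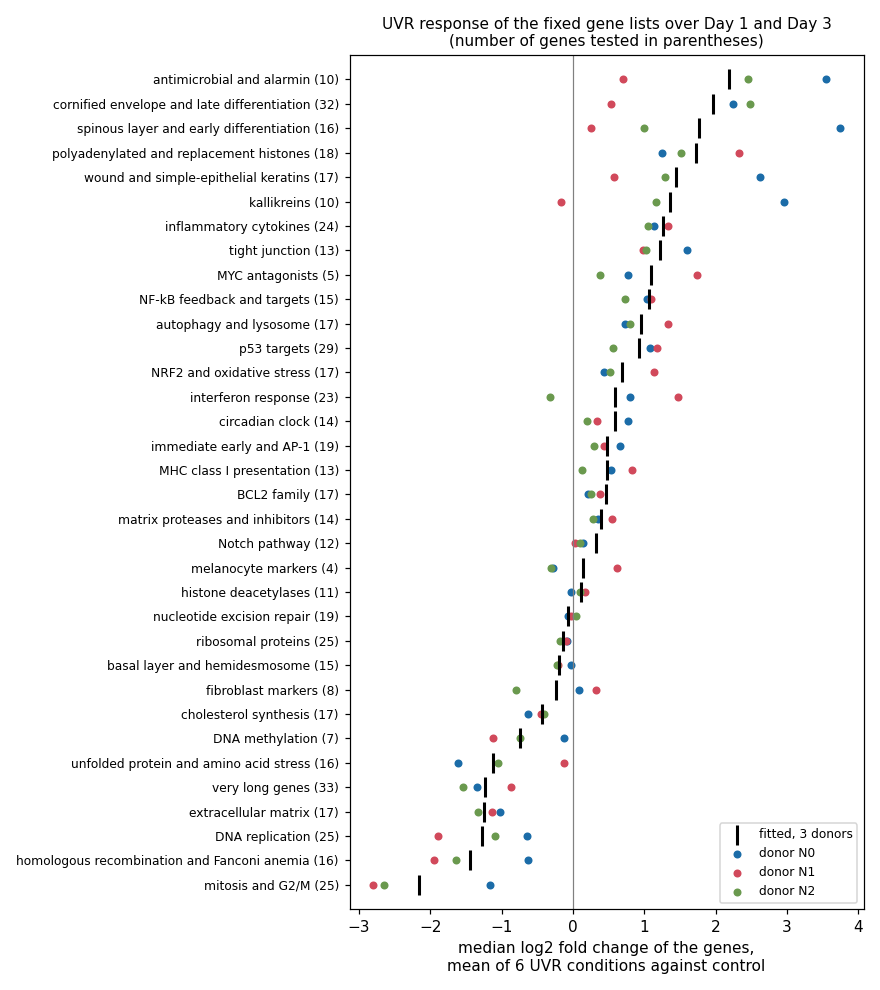
Median log2 fold change after UVR over Day 1 and Day 3 for the 34 gene lists fixed before the data were examined, with a bar for the fitted median and a point for each of the lines N0, N1 and N2. The mitosis list has the lowest bar (−2.16), and the antimicrobial list the highest (2.19).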

### Time-dependent transcriptomic changes in response to UVR

The PCA analysis in Fig 1A revealed time-dependent changes in the transcriptome following UVR. To identify which genes exhibit time-dependent UVR responses, we performed paired t-tests to compare the FCs of Day 3 DEGs with those of Day 1 DEGs for each keratinocyte cell line (N0, N1 and N2) under the same UVR dose. We found that 164 out of the 531 upregulated genes had higher expressions at Day 3 than at Day 1 (FDR-corrected p-value<0.05); while 239 out of the 610 down-regulated genes were more repressed at Day 3 than at Day 1 at the same p-value threshold (S2 Table). 

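From Day 1 to Day 3, MCM10, a replication initiation gene, fell by 2.64 on the log2 scale (standard error 0.54, adjusted p = 0.000961 from limma), and ANLN, which encodes the cytokinesis protein anillin, by 2.57 (standard error 0.51, adjusted p = 0.000805). Both fell in all 3 lines and most in N1 (−1.12 in N0, −4.97 in N1 and −1.82 in N2 for MCM10). Of the 25 mitosis genes, all were lower at Day 3 than at Day 1 (25 lower when adjusted over the list alone; median −1.76, adjusted p = 6.75e-09 from camera, and adjusted p = 0.629 with an estimated correlation). Of 25 DNA replication genes, 24 were lower (24 adjusted over the list alone; median −1.23, adjusted p = 8.06e-10, and adjusted p = 0.629 with an estimated correlation). The fall was uneven between the lines, with a median change of the mitosis genes of −0.54 in N0, −3.79 in N1 and −1.12 in N2. In the other direction, 26 of 33 very long genes (median span 758 kb) were higher at Day 3 than at Day 1 and none was lower (26 higher and 1 lower adjusted over the list alone; median 1.47, adjusted p = 1.99e-12, and adjusted p = 0.629 with an estimated correlation), such as PTPRM, a receptor phosphatase, with 3.07 (standard error 0.23, adjusted p = 1.87e-07), and EXOC4 of the exocyst, with 2.82 (standard error 0.19, adjusted p = 7.7e-08). EXOC4 stood at −2.86 ± 1.45 (SD, 9 libraries) against control at Day 1 and at −0.04 ± 0.26 at Day 3. ASS1, an enzyme of arginine synthesis, rose by 2.26 (standard error 0.16, adjusted p = 9.84e-08), MME, a membrane peptidase, by 2.46 (standard error 0.22, adjusted p = 9.78e-07), and CASP14, the caspase of cornification, by 2.56 (standard error 0.73, adjusted p = 0.00935). Autophagy and lysosome genes were higher at Day 3 in 12 of 17 cases (12 adjusted over the list alone; median 0.58, adjusted p = 0.000551, and adjusted p = 0.629 with an estimated correlation), and ribosomal protein genes in 16 of 25 (20 adjusted over the list alone; median 0.27, adjusted p = 3.76e-05, and adjusted p = 0.629 with an estimated correlation). Of 29 p53 targets, 13 were lower and 1 was higher at Day 3 (13 and 1 adjusted over the list alone; median −0.25, adjusted p = 0.000674, and adjusted p = 0.629 with an estimated correlation). Among the 789 genes higher after UVR, 251 were higher still at Day 3 than at Day 1 and 93 were lower, and among the 596 genes lower after UVR, 255 were lower still and 190 were higher, at an adjusted p under 0.05 from limma with no fold threshold. The lists of S2 Table were chosen by the study on these samples and are not independent evidence: 156 of their 164 upregulated genes were higher at Day 3 (159 adjusted over the list alone) and 237 of their 239 down-regulated genes were lower (238 adjusted over the list alone). The 9 pairs of Day 1 and Day 3 libraries come from 3 donors and are not independent: with 1 value per donor limma called 0 of 15473 genes (6138 at an unadjusted p under 0.05), against 7199 in the fit of all libraries and 5272 on the 9 paired differences. Without the donor block the counts were 39 and 16 in place of 251 and 255. Without N0 they were 90 and 199, without N1 145 and 118, and without N2 189 and 69. Whether these genes were among the 251 and 255 was not tested. The settings also differ in the number of genes called for UVR, so their counts need not share 1 base set. On the 9 paired differences MCM10 (adjusted p = 0.155; 2.85e-05 to 0.689 over all settings) and ANLN (adjusted p = 0.125; 2e-05 to 0.643) did not pass.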

Two examples of time-dependent upregulation include ADAMTSL4, encoding a disintegrin and metalloproteinase; and CST6, encoding a cystatin superfamily protein. 

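ADAMTSL4 had a log2 fold change against control of 0.85 ± 0.78 (SD, 9 libraries of 3 donors) at Day 1 and 2.37 ± 0.86 at Day 3. Each of its 9 pairs of the same line and dose was higher at Day 3, by 0.31 to 2.30, and the fitted difference was 1.51 (standard error 0.22, adjusted p = 6.04e-05) from limma. CST6, an inhibitor of cysteine proteases in the cornifying epidermis, had 2.17 ± 2.27 at Day 1 and 3.18 ± 1.93 at Day 3, with a wide spread between the lines. Its 9 pairs were also all higher at Day 3, by 0.27 to 2.24, but the fitted difference of 1.01 (standard error 0.46) did not pass the threshold (adjusted p = 0.0833). With a pseudocount of 8 (adjusted p = 0.0394) and on the 9 paired differences (adjusted p = 0.00843), CST6 passed, and over all settings its adjusted p ran from 0.00843 to 0.34. For both genes the exact two-sided sign-flip test over the 9 pairs gave p = 0.00391, the smallest that 9 pairs allow, and with 1 value per donor neither passed (adjusted p = 0.0577 for ADAMTSL4; 3.3e-11 to 0.0577 over all settings).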

Examples of time-dependent down-regulation include UHRF1, encoding a member of a subfamily of RING-finger type E3 ubiquitin ligases; and TRIP13, which encodes a protein that interacts with thyroid hormone receptors (Fig 2).

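UHRF1, which recruits the maintenance DNA methyltransferase, stood at −1.00 ± 0.66 (SD, 9 libraries of 3 donors) on the log2 scale against control at Day 1 and at −2.34 ± 0.98 at Day 3. The difference between the days was −1.34 (standard error 0.21, adjusted p = 0.000102) from limma, and all 9 pairs of the same line and dose were lower at Day 3. TRIP13, an ATPase of the spindle checkpoint, went from −0.76 ± 0.72 to −2.42 ± 1.02, a difference of −1.66 (standard error 0.27, adjusted p = 0.000157). Its 9 pairs fell by between 0.14 and 3.18, those of UHRF1 by between 0.32 and 2.49, and the exact two-sided sign-flip test gave p = 0.00391 for each, the smallest possible. The spread between the lines was large for TRIP13, which changed by −0.62 in N0, −2.87 in N1 and −1.50 in N2. Averaged to 1 value per donor, UHRF1 (adjusted p = 0.0784; 2.23e-09 to 0.0784 over all settings) and TRIP13 (adjusted p = 0.125; 4.05e-09 to 0.125) did not pass.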

**Fig 2:**
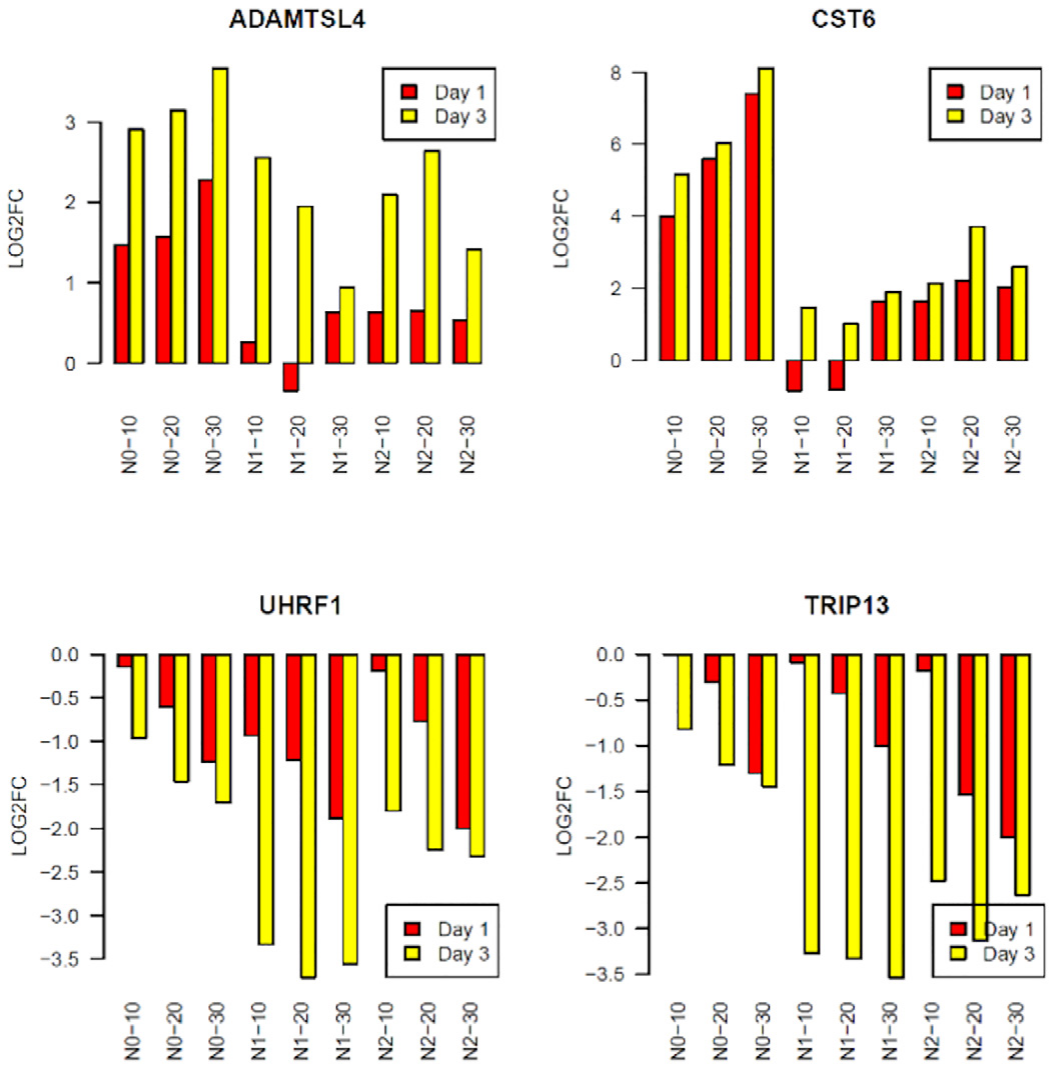
Graphs showing time-dependent changes in gene expression of UVR-target genes at Day 3 (yellow) and Day 1 (red). The x-axis represents the sample names. The y-axis shows the log2 fold change of gene expression between irradiated and non-irradiated control cells. ADAMTSL4 and CST6 showed time-dependent upregulation, while UHRF1 and TRIP13 displayed time-dependent down-regulation in response to UVR.

### Dose-dependent transcriptomic changes in response to UVR

Next, we tested which genes displayed dose-dependent mRNA expression changes in response to UVR. To do so, we fitted linear regression models for each of the differentially expressed genes using UVR doses (10, 20 and 30 mJ/cm^2^) as independent variables and gene expression as the dependent variable for each keratinocyte cell line (N0, N1, N2) at the same time point (Day 1 or 3). For each gene, we constructed 6 models representing the following 6 conditions: N0-1d, N0-3d, N1-1d, N1-3d, N2-1d and N2-3d. We then integrated the 6 coefficient p-values from the 6 models using Fisher’s method. We found that 285 out of the 531 upregulated genes showed dose-dependent up-regulation with FDR-corrected p-value<0.05, and 452 out of the 610 down-regulated genes demonstrated significant dose-dependent decreases in gene expression at the same FDR threshold (S3 Table). 

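IL8, a neutrophil-attracting chemokine, was higher at 30 than at 10 mJ/cm2, with a log2 difference averaged over Day 1 and Day 3 of 3.99 (standard error 0.33, adjusted p = 2.41e-06) from limma, as were the decoy receptor gene IL1R2, with 4.28 (standard error 0.62, adjusted p = 0.000108), and the collagenase gene MMP1, with 3.53 (standard error 0.47, adjusted p = 5.85e-05). Of 24 inflammatory cytokine genes 17 rose with dose and none fell (18 higher when adjusted over the list alone; median 1.63, adjusted p = 2.91e-09 from camera, and adjusted p = 0.192 with an estimated correlation), and of 15 NF-kB targets 14 rose (14 adjusted over the list alone; median 1.08, adjusted p = 1.64e-07, and adjusted p = 0.192 with an estimated correlation). Histone genes whose messages reach a poly(A) library rose in 14 of 18 cases (14 higher and 1 lower adjusted over the list alone; median 2.04, adjusted p = 4.51e-07, and adjusted p = 0.192 with an estimated correlation), and cornified envelope genes in 20 of 32 (22 adjusted over the list alone; median 2.00, adjusted p = 1.36e-06, and adjusted p = 0.382 with an estimated correlation), with SPRR2G at 4.49 (standard error 0.71, adjusted p = 0.000197). In contrast, extracellular matrix genes fell in 16 of 17 cases (16 adjusted over the list alone; median −1.54, adjusted p = 2.91e-09, and adjusted p = 0.192 with an estimated correlation), such as COL5A1, a fibrillar collagen gene, with −3.21 (standard error 0.29, adjusted p = 4.56e-06), and TNC, which encodes tenascin-C (−2.45). Among markers of fibroblasts, COL3A1 (−2.26) and COL1A1 (−1.48) fell with dose and PDGFRA (2.19) rose, with a median of −0.42 over the 8 genes (adjusted p = 0.355 from camera). Interferon response genes fell in 20 of 23 cases and rose in 1 (20 and 1 adjusted over the list alone; median −1.45, adjusted p = 6.72e-07, and adjusted p = 0.382 with an estimated correlation), with IFI44L at −2.94 (standard error 0.48, adjusted p = 0.000263) and the antiviral gene MX2 at −2.50. By day, the median of this list was −0.69 at Day 1 and −2.21 at Day 3. The difference had an adjusted p = 5.66e-05 from camera, chosen after seeing the data, and 0.571 with an estimated correlation. From 10 to 20 mJ/cm2 at Day 1 the list's median rose in N0 (1.035 to 2.09) and N1 (1.38 to 2.80) and fell in N2 (0.16 to −0.20). Very long genes fell in 28 of 33 cases (30 adjusted over the list alone; median −1.39, adjusted p = 1.45e-12, and adjusted p = 0.192 with an estimated correlation), and mitosis genes in 24 of 25 (24 adjusted over the list alone; median −1.57, adjusted p = 6.16e-06, and adjusted p = 0.515 with an estimated correlation). By the Methods, more cells were seeded per dish at each higher dose, so that seeding density and dose rose together in all of these comparisons. Among the 789 genes higher after UVR 379 rose further with dose and 19 fell, and among the 596 lower genes 410 fell further and 2 rose, at an adjusted p under 0.05 from limma. At Day 1 alone 430 of the 789 rose further and 382 of the 596 fell further, and at Day 3 alone only 132 and 54. Of these lists, 14 of the 18 histone, 10 of the 17 matrix and 14 of the 35 very long genes, like most of the mitosis and cornified envelope and many of the inflammatory cytokine and NF-kB genes, are in the paper's tables chosen on these samples, so their direction is not independent evidence, and nor is that of the genes of S3 Table: 200 of 285 upregulated genes rose with dose (208 adjusted over the list alone) and 342 of 452 down-regulated genes fell (388 adjusted over the list alone). Without the donor block the counts were 115 and 125 in place of 379 and 410, without N0 203 and 180, and without N2 225 and 142. Fisher's method on 6 regressions of 3 doses each gave 2 and 4, of 39 genes called among all 15473 (1 value per donor gave 247 and 378). Whether these genes were among the 379 and 410 was not tested. With 1 value per donor 0 genes were called for UVR, so the 247 and 378 were counted among UVR genes of another fit. Without the block, N0 and N2, 415, 784 and 900 genes were called for UVR, so the counts of these settings need not share 1 base set. Adjusted over the 1385 genes past the UVR threshold alone, a setting chosen after seeing the data, Fisher's method called 58 and 120. At Day 3 alone 1442 genes changed with dose, but 471, 667, 507 and 808 without the N1 library at 10, the N1 library at 30, the N2 library at 10 and the N2 library at 30 mJ/cm2, settings chosen after seeing the data.

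**Figure D2:**
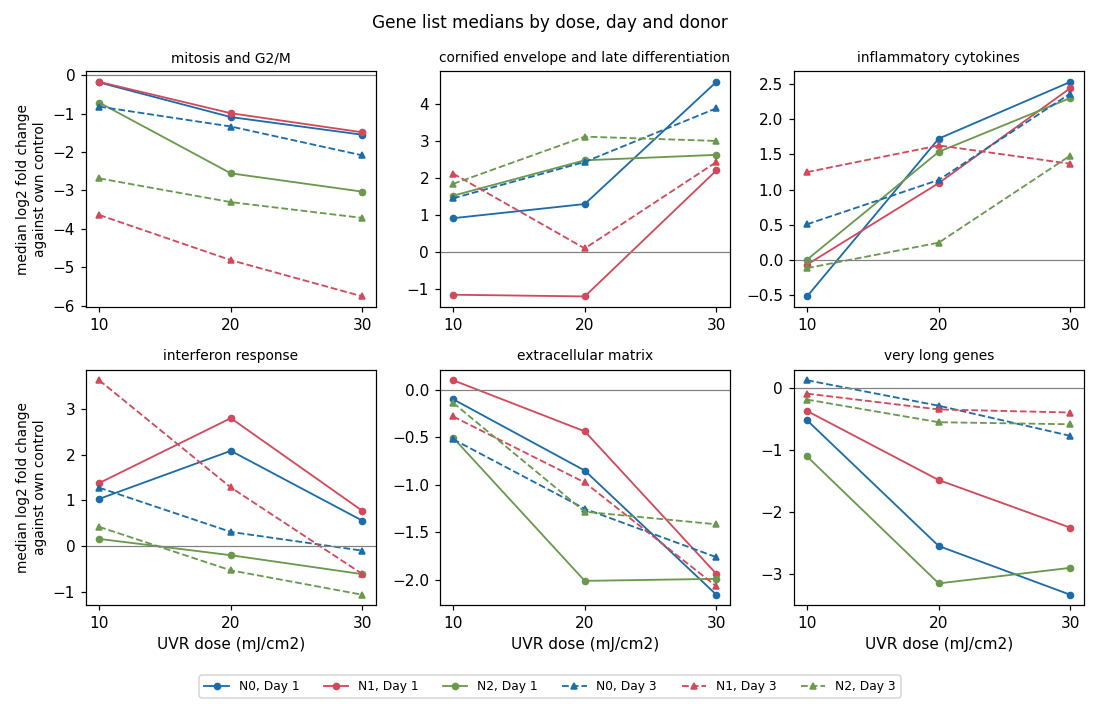
Median log2 fold change against control of 6 gene lists (mitosis, cornified envelope, inflammatory cytokines, interferon response, extracellular matrix, very long genes) at 10, 20 and 30 mJ/cm2, with 1 line per keratinocyte line, solid with circles at Day 1 and dashed with triangles at Day 3. The very long genes reach −3.33, −2.25 and −2.90 in N0, N1 and N2 at Day 1 and 30 mJ/cm2, and −0.78, −0.40 and −0.59 at Day 3.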

Dose-dependent changes in 8 representative genes with the lowest p-values from each group are illustrated in Fig 3.

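LFNG, a glycosyltransferase that modifies Notch receptors, had a log2 fold change against control of −0.32 ± 0.60, −1.96 ± 0.50 and −2.61 ± 0.39 at 10, 20 and 30 mJ/cm2 (SD, 6 series of 3 donors and 2 days). Its difference between 30 and 10 mJ/cm2 was −2.29 (standard error 0.19, adjusted p = 2.41e-06) from limma, and it was lower at 30 in all 6 series. The other down-regulated genes of Fig 3 serve cell division and lay lower at 30 mJ/cm2 in 6 of 6 series each. KIF18B, a mitotic kinesin, went through −1.51 ± 1.74, −2.50 ± 1.70 and −3.42 ± 2.28, a difference of −1.91 (standard error 0.58, adjusted p = 0.0158), and MKI67 differed by −1.99 (standard error 0.68, adjusted p = 0.029). BIRC5, which encodes survivin (−1.72), the checkpoint kinase gene BUB1 (−1.46), the spindle motor gene KIF11 (−1.42), GTSE1 (−1.73) and SGOL2, a protector of centromeric cohesion (−1.12), also fell. Among the upregulated genes, KRT34, a hair keratin, went through 0.69 ± 0.34, 2.34 ± 0.89 and 3.15 ± 1.41, a difference of 2.46 (standard error 0.17, adjusted p = 4.49e-07). HLA-G, a nonclassical HLA molecule that shares sequence with other class I genes, rose by 2.29 (standard error 0.31, adjusted p = 6.91e-05) and KCNN4, a potassium channel, by 1.76 (standard error 0.22, adjusted p = 4.36e-05). The cytokine gene CLCF1 (1.83), the receptor gene SLAMF7 (1.83), HIST1H2BK (1.83) and the cyclin-dependent kinase inhibitor gene CDKN1A (0.93) rose too, each higher at 30 mJ/cm2 in 6 of 6 series, and the pro-apoptotic BIK (1.13) was higher in 5 of 6. By Fisher's method on the 6 regressions none of these 16 genes passed when adjusted over all genes, and 10 did, LFNG, KRT34 and HLA-G among them, when adjusted over the 1385 genes past the UVR threshold alone (a setting chosen after seeing the data). Without N2 MKI67 (adjusted p = 0.164; 0.00515 to 0.183 over all settings) and KIF18B (adjusted p = 0.146; 0.00824 to 0.146), among others, did not pass.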

**Fig 3:**
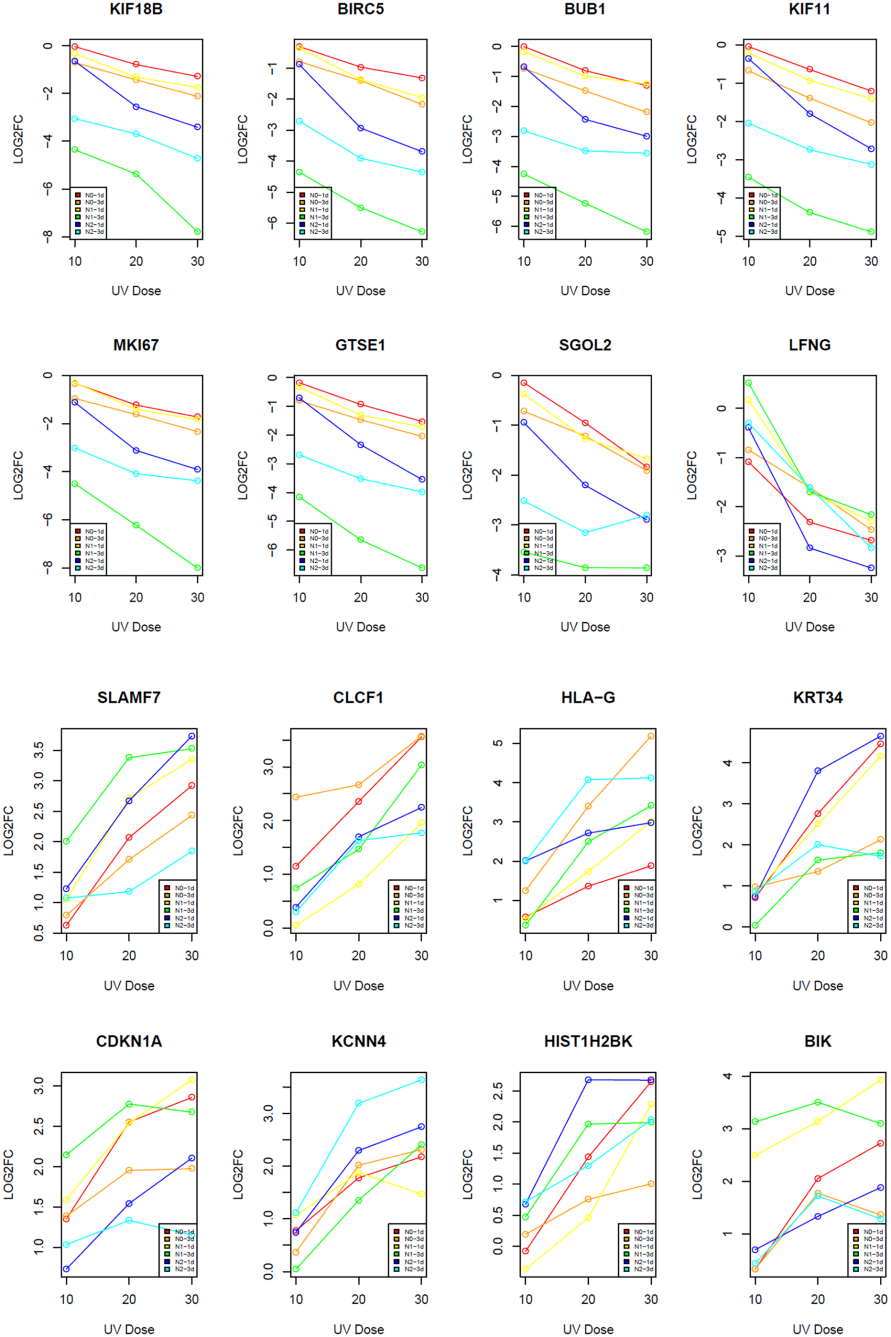
Plots showing dose-dependent down-regulation (upper two panels) and upregulation (lower two panels) of UVR-induced DEGs. Each point represents a sample at the corresponding UVR dose. X-axis represents three different UVR doses; Y-axis represents the log2 fold change of gene expression between irradiated and non-irradiated control cells. N0-1d, N0-3d, N1-1d, N1-3d, N2-1d, and N2-3d are delineated in red, orange, yellow, green, blue and cyan, respectively.

### Identification of conserved UVR transcriptomic signature genes

The time-dependent kinetic changes illustrated in Fig 2 suggested that UVR might exert persistent effects on a subset of genes, which may serve as UV gene expression signature with a biomarker potential for assessing UVR-induced skin damages. To identify UV-induced DEGs with biomarker potential, we performed bioinformatics and statistical analyses on DEGs derived from 30 mJ/cm^2^ UVR exposure to isolate DEGs that were conserved among different donors (N0, N1, N2, and N6). We identified 401 conserved UV signature DEGs, which we designated as the putative UV biomarker panel (S4 Table). 

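At 30 mJ/cm2, the antimicrobial and alarmin genes of the epidermis were higher in 9 of 10 cases averaged over Day 1 and Day 3 (10 when adjusted over the list alone), with a median log2 fold change of 3.18 (adjusted p = 4.24e-06 from limma's camera, and adjusted p = 0.105 with an estimated correlation). Of 24 inflammatory cytokine genes 18 rose and none fell (18 adjusted over the list alone), with a median of 2.10 (adjusted p = 1.48e-09, and adjusted p = 0.068 with an estimated correlation), and of 18 histone genes 14 rose and 1 fell, with a median of 2.97 (adjusted p = 1.43e-07, and adjusted p = 0.105 with an estimated correlation). Of the genes of Table 2, SLPI, a protease inhibitor of epithelia, rose by 3.25 (standard error 0.67, adjusted p = 0.00153) from limma, IGFBP3, which binds insulin-like growth factors, by 2.63 (standard error 0.76, adjusted p = 0.0128), and TNFSF4, a ligand of T cell costimulation, by 1.19 (standard error 0.43, adjusted p = 0.0368). KLK7, a protease of corneocyte shedding, stood at 1.54 (standard error 0.82, adjusted p = 0.152), and SPOCD1 at 0.76 (standard error 0.56, adjusted p = 0.31), neither past the threshold and both with a wide spread between the lines (3.20 in N0, 0.05 in N1 and −0.98 in N2 for SPOCD1). In all, 1177 genes were higher by over 2-fold and 1247 lower at 30 mJ/cm2 over both days (adjusted p under 0.05 from limma, 3 donors). The 401 genes of S4 Table were chosen by the study on these samples, and most antimicrobial, cytokine and histone genes of the lists above are in the study's tables as well, so the direction of none of these is independent evidence. Of the 355 tested, 311 rose and none fell (320 when adjusted over the list alone), 347 had a positive change, 335 in all 3 lines, and the median log2 fold change was 2.5. The number of genes conserved between donors depends on the rule: 665 and 797 genes passed without the donor block, 303 were over 2-fold higher and 219 over 2-fold lower in all 3 lines at both days with no test, and of the 303 and 219, 3 and 0 also had an adjusted p under 0.05 in the authors' deposited table at every line and day. The paper reasons from the time course of Fig 2 that UVR might have lasting effects on a subset of genes, looks among the genes changed by 30 mJ/cm2 for those conserved between donors, and designates them as a putative UV biomarker panel.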

To test protein-protein interactions (PPIs) among the protein products of these UVSGs, we performed STRING (Search Tool for the Retrieval of Interacting Genes/Proteins) network analysis using the Pajek software (version 3.1) [28] based on the known and predicted protein interactions available in the STRING database (version 10) [29]. A STRING cutoff score of 0.7 was used to select PPIs with high confidence. Altogether, we found 54 vertices (genes) and 106 edges (interactions) among the UVSGs (Fig 4A). Clustering analysis using the VOS algorithm [30] to maximize modularity within each cluster revealed 11 modules that were connected with each other except the histone protein cluster (Fig 4A). 

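IL6, a cytokine of the acute phase response, had a log2 fold change at 30 mJ/cm2, averaged over Day 1 and Day 3, of 4.34 (standard error 0.63, adjusted p = 0.000112) from limma (3.00 in N0, 4.39 in N1 and 5.64 in N2). PTGS2, which encodes the prostaglandin-producing enzyme COX-2, rose by 1.98 (standard error 0.37, adjusted p = 0.000681) at that dose, and IL1B, the proinflammatory cytokine interleukin-1 beta, by 2.25 (standard error 0.42, adjusted p = 0.000724). Over all doses the rise was 2.85 (standard error 0.56, adjusted p = 0.0022) for IL6, 1.31 (standard error 0.32, adjusted p = 0.00831) for PTGS2 and 1.22 (standard error 0.37, adjusted p = 0.0238) for IL1B. From 10 to 30 mJ/cm2, IL6 rose by 3.44, IL1B by 2.14 and PTGS2 by 1.55 (adjusted p = 0.000135, 0.000219 and 0.000856 from limma), calls that Fisher's method on 6 regressions did not make over all genes. From Day 1 to Day 3 IL6 fell by 1.197 (standard error 0.42, adjusted p = 0.0281 from limma), a call lost with 1 value per donor, for example (adjusted p = 0.085; 0.00462 to 0.18 over all settings), and PTGS2 and IL1B were not called (adjusted p = 0.166 and 0.358). The exact two-sided sign-flip test over the 9 pairs gave p = 0.129 for IL6, 0.141 for PTGS2 and 0.285 for IL1B. The calls at 30 mJ/cm2 held in every setting tried for that comparison, among which 1 value per donor was not run. Over all doses IL6 (adjusted p = 0.0545; 0.000636 to 0.132 over all settings) and PTGS2 (adjusted p = 0.0833; 0.000113 to 0.0876) were not called without N2, nor IL1B without N0 (adjusted p = 0.282; 0.00224 to 0.282).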

Among the UVSGs, 13 of them showed more than 5 interacting neighbors (degree), also known as the hubs on the PPI network, including IL6 (19), PTGS2 (15), and IL1B (12), highlighting the potentially central roles of these genes in mediating UVR responses.

**Fig 4:**
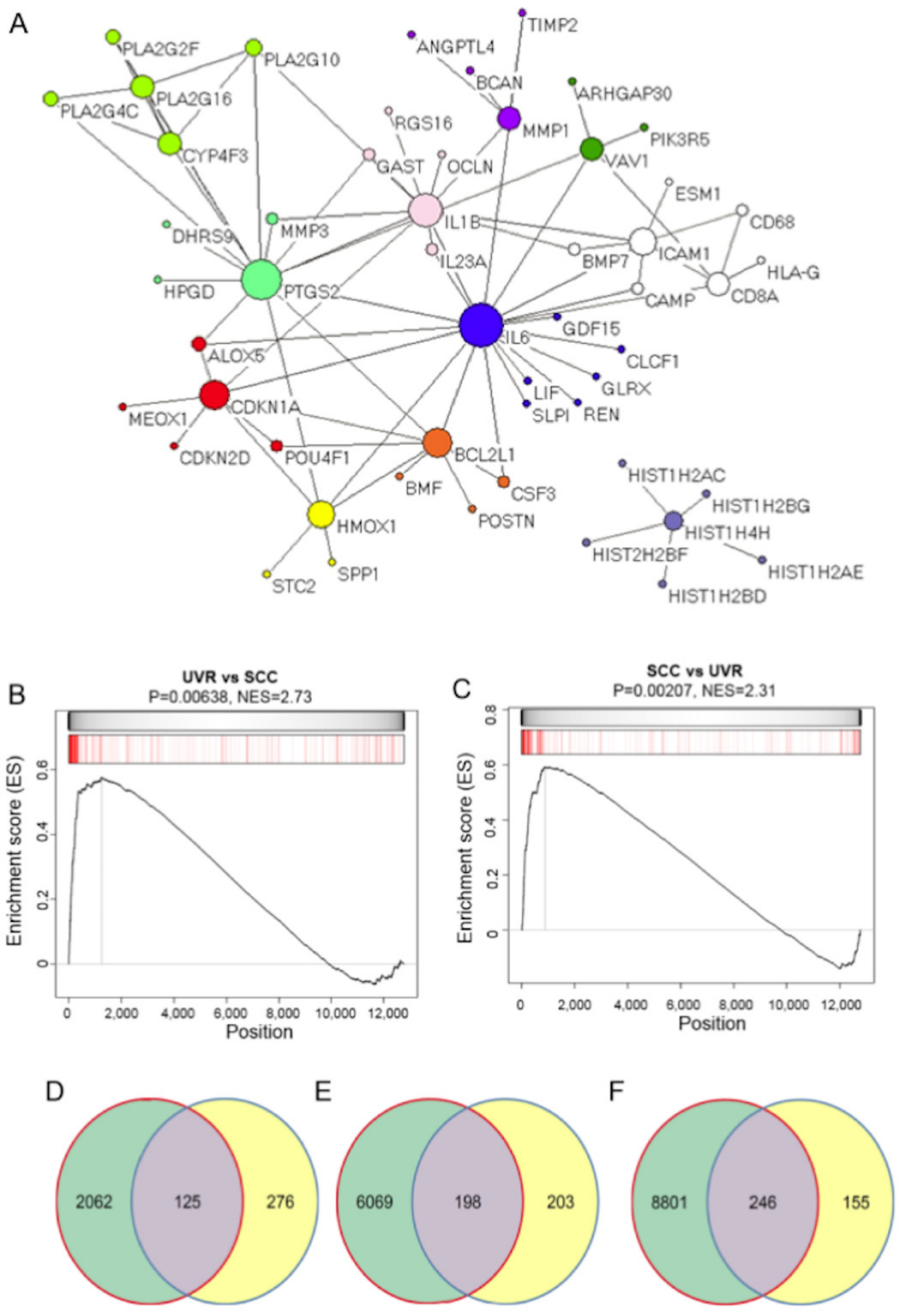
A: Protein-protein interaction network map illustrating hub genes as well as their interacting partners among UVSGs. Each vertice represents a gene in the PPI map and each edge indicates an interaction between the two genes. Genes belonging to different clusters are presented in different colors. The size of each vertice refers to the number of other genes that it is connected with, which is proportional to their degrees (number of interacting genes); B: GSEA of the genes dysregulated in human SCCs (red bars) against the UV signature. UVSGs were sorted from the highest (left end of the bar) to the lowest (right end of the bar) based on their FC. The normalized enrichment score (NES) and p value are indicated; C: GSEA of the UVSG set (red bars) against the SCC signature set. SCC signature genes were sorted from the highest (left end of the bar) to the lowest (right end of the bar) based on their FC; D: Venn diagram showing the overlap between UVSGs and DEGs at 21 days after UVR; E & F: Venn diagrams showing the overlap between UVSGs and DEGs from two SCC patients.

### Dysregulation of UVSGs in human SCCs

Compelling evidence suggests that UVR is the main etiological factor in SCC pathogenesis [4, 31]. To test whether UVSGs were dysregulated in human SCCs, we performed similar RNA-Seq analyses to identify DEGs in human SCCs by comparing the transcriptome of the SCC tumor tissue with that of the adjacent normal skin from the same patient. We then performed GSEA to determine the enrichment of the UVSGs in the SCC DEGs, or vice versa. As shown in Fig 4B and 4C, GSEA analyses revealed a significant mutual enrichment between the UVSG and the SCC signature (p = 0.006 and 0.02, respectively). When we used an SCC signature discovered by microarray-based analyses [32], we observed a significant enrichment between the SCC signature and the UVSG as well (p = 5.19e-05 by Fisher exact test analysis), confirming the molecular similarities between the UVSG and SCC signature.

To test whether the identified UVSG is specific for skin cancer, we performed additional GSEA analyses to compare the UVSG with gene sets dysregulated in 14 other human cancer types (obtained from the TCGA RNA-Seq database). Each cancer type contained at least 6 pairs of primary tumors and adjacent normal tissues (Table 1). We generated DEG sets specific for each cancer type using paired t-test. Each resulting cancer DEG set was then used in GSEA analyses to assess the mutual enrichment between the UVSG and each cancer signature. As summarized in Table 1, there was no significant enrichment between the UVSG and other cancer signatures (p>0.05) except for thyroid cancer (p = 0.0222, Table 1). The similarity between the UVSG and thyroid cancer signature might be related to the fact that ionizing radiation is a significant risk factor for thyroid cancer [33], and that UVR and other radiations may share common target genes involved in pathways such as DNA damage and inflammation. A recent prospective study also found a non-linear association between UVR and thyroid cancer [34]. Further studies are needed to determine whether UVR may indeed increase thyroid cancer risk.

**Table 1:** Summary of the GSEA results between UVSGs and gene sets dysregulated in different human cancers derived from the TCGA database.

Cancer tissue origin	# of matched tumor/normal samples	NES of tumor gene set on UVR signature genes	NES of UVR signature genes on tumor gene set	Average NES	p-value (lower T = F)
**Bladder**	19	-2.96	-1.93	-2.445	0.993
**Breast**	110	-3.11	-1.43	-2.27	0.988
**Colon**	41	-1.47	-0.762	-1.116	0.868
**Head & Neck**	40	-1.87	-1.46	-1.665	0.952
**Kidney (renal)**	72	1.64	1.47	1.555	0.06
**Kidney (papillary)**	32	-0.999	-1.22	-1.1095	0.866
**Liver**	50	-3.19	-2.17	-2.68	0.996
**Lung (adeno)**	57	-2.54	-1.41	-1.975	0.976
**lung (squamous)**	50	-3.29	-1.96	-2.625	0.996
**Prostate**	52	-1.42	-1.44	-1.43	0.924
**Rectal**	8	-0.944	-1.08	-1.012	0.844
**Stomach**	29	-1.85	0.356	-0.747	0.772
**Thyroid** **	59	2.17	1.85	2.01	0.0222
**Uterine**	23	-3.35	-1.1	-2.225	0.987

NES: normalized enrichment score;

** indicates p-value < 0.05

To test the stability of the UV gene expression signature following exposure, we performed RNA-Seq on keratinocytes exposed to 30 mJ/cm^2^ of UV to generate a UV-induced DEG list at Day 21 after exposure. Cross-comparison of the UVSG with the Day 21 DEG list revealed an overlap of 144 genes (Fig 4D and S5 Table) (p<2.2e-16 per Fisher's exact test), suggesting that a significant portion of the UVSGs maintained their initial UV responsiveness long after exposure. Furthermore, cross-comparison of the UVSG derived in keratinocytes and the SCC signature (consisting of DEGs between the SCC and adjacent normal skin tissues) revealed that the UVSGs were significantly enriched in the SCC signatures (p<2.2e-16 per Fisher's exact test) (Fig 4E and 4F), underscoring the potential of the UVSGs as biomarkers for assessing UVR damage and predicting skin cancer risk.

### Role of UVSGs in skin cancer cell proliferation and viability

Project Achilles leverages both biological and computational analyses to identify genes that affect cancer cell survival and/or proliferation using a genome-wide shRNA library screening in over 200 cancer cell lines [27]. Based on the degree of depletion of a specific shRNA-treated cancer cell population following infection, a depletion score is assigned to each shRNA. The depletion score is therefore inversely correlated with the role of its target gene in cancer cell survival, based on the assumption that loss of a key cancer survival gene (due to RNAi effect) is detrimental to the infected cells [27]. Given that Achilles data were derived from loss-of-function analysis, we focused on 67 UVSGs that were upregulated in both SCCs and by UVR (FC>2). We have validated 25 of the 67 genes in the Achilles database in multiple cancer cells lines. We queried the Achilles database with these 25 genes to determine which are critical to skin cancer cell proliferation and/or survival. Using the Wilcoxon test, we determined that 11 out of the 25 genes had significantly lower depletion scores in skin cancer cell lines compared to other non-skin cancer lines (p<0.05, Table 2), indicating that this subset of UVSGs may play key roles in skin carcinogenesis. The depletion scores of the shRNAs targeting these 11 genes in 5 skin cancer cell lines, together with the median depletion scores of the same shRNAs in non-skin cancer lines, and the p-values from Wilcoxon tests are summarized in Table 2. These analyses suggest that a subset of UVSGs may be targeted in future skin cancer prevention and therapeutic development.

**Table 2:** Summary of the UVSGs critical for skin cancer cell survival.

Genes	Skin vs. other cancer lines	DS of skin cancer cell lines					DS of other cancer cell lines
	Wilcoxon. Test (p-value)	A2058	C32	COLO741	HS944T	SKMEL5	Median
SLPI	0.00141	-1.4	-1.33	-1.07	-0.875	-1.68	-0.599
KLK7	0.00468	-0.311	-0.375	-0.962	-0.706	-0.93	0.0862
KRT13	0.00621	-0.439	-0.159	-1.18	0.0826	-0.877	0.54
NHLH2	0.00933	-0.882	-1.78	-0.864	-0.98	-1.63	-0.449
GPRC5A	0.0106	-1.53	-1.78	-2.63	-1.29	-1.63	-0.963
HIST1H2BK	0.0167	-1.3	-0.579	-1.02	-1.44	-0.65	-0.361
IGFBP3	0.017	0.277	-1.22	0.332	0.677	0.286	0.765
SPOCD1	0.022	-0.833	-1.45	-0.861	-0.639	-1.21	-0.342
IFI27	0.0273	-0.0243	-2.92	-1.26	-1.13	-2.22	-0.528
KLK11	0.0286	-1.14	-1.63	-0.566	-0.914	-1.07	-0.577
TNFSF4	0.0374	-1.35	-2.3	-1.87	-1.33	-1.3	-1.17

DS: Depletion Scores

## Discussion

Despite decades of research, no consensus panel of molecular biomarkers is available for accurate assessment of UVR damage and stratification of skin cancer risk. mRNA transcripts have been successfully used as molecular biomarkers to enable early detection and diagnosis of disease and to track disease progression. To facilitate the development of a biomarker-based sensitive method to assess UVR damage and stratify skin cancer risk, we employed RNA-Seq to identify UV-induced gene expression signatures to establish a UV biomarker panel. Utilizing bioinformatics and statistical analyses, we compiled a UV biomarker panel consisting of 401 genes that are consistently altered by UVR and conserved among keratinocytes from different donors. We further demonstrate that alterations in the mRNA expression of the UVSGs persisted 21 days after exposure, illustrating the stability and reliability of the identified UV biomarker genes in future diagnostic applications. The persistent gene expression changes may be due to UVR-induced epigenetic changes in DNA methylation and/or histone modifications at target gene loci following UVR. The dose-dependent response among some of the UVSGs further suggests that this novel UV biomarker panel may offer quantitative assessments of UVR skin damage and thus help identify individuals at increased levels of risk for developing skin cancer.

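Genes of S4 Table also changed with dose between 10 and 30 mJ/cm2: of the 355 tested, 239 rose with dose and 4 fell at an adjusted p under 0.05 from limma (251 and 4 when adjusted over the list alone). The change from 10 to 30 mJ/cm2 was positive in 324 of the 355 genes, in 272 of them in all 3 lines, with a median log2 difference of 1.42. Among its genes, S100A7, an alarmin, rose by 3.20, HMOX1, the stress-induced heme oxygenase, by 2.60, CSF3, which encodes the granulocyte growth factor G-CSF, by 3.66 and LCE3D, a cornified envelope gene, by 3.47. The study chose the table's genes at the highest of the doses compared here, so the counts are not independent evidence of a dose trend. In these dishes a higher dose also meant more cells seeded.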

While some of the UVR target genes uncovered in this study have been reported in previous studies [14–17], we have identified many new UVR target genes due to the near-complete coverage of the transcriptome by RNA-Seq compared to the limits of previous microarray-based analyses. Our experimental design also allows comprehensive characterizations of the UV-responsive kinetics in the keratinocyte transcriptome (Figs 2 and 3). We would like to point out, however, that we performed only one RNA-Seq for each cell line at each UVR dose or time point. Furthermore, our findings are based on cultured cells, which do not involve the complex interactions between keratinocytes and other cell types *in vivo*. Therefore, additional validations of the identified UVSGs are warranted in future studies. 

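With 1 library per line, dose and time, the authors' deposited tables compare 1 irradiated library with 1 control library each. At 4 h in N0, the authors' deposited tables call 8, 2 and 8 genes at 10, 20 and 30 mJ/cm2 (fold change above 2 or under 0.5 and adjusted p under 0.05). At Day 1 and Day 3 the authors' deposited tables call between 58 genes (N2, Day 1, 30 mJ/cm2; 38 higher and 20 lower) and 287 genes (N2, Day 3, 30 mJ/cm2; 151 higher and 136 lower). Between donors the genes spread widely: the kallikrein gene KLK7 averaged 3.59 in N0, −0.69 in N1 and 1.08 in N2 over both days and all doses, and HSPA5, the main chaperone of the endoplasmic reticulum, −3.15 in N0, −0.14 in N1 and −1.25 in N2. The spread between repeat cultures of 1 donor at 1 dose cannot be measured from these libraries.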

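XRCC2, a gene of homologous recombination, fell after UVR over Day 1 and Day 3 with a log2 fold change of −2.08 (standard error 0.62, adjusted p = 0.022) from limma. The exonuclease gene EXO1 fell by 2.05 (standard error 0.62, adjusted p = 0.0232), the RecQ helicase gene BLM by 1.84 (standard error 0.51, adjusted p = 0.0153) and the tumor suppressor gene BRCA2 by 1.73 (standard error 0.52, adjusted p = 0.022). Of 16 genes of homologous recombination and the Fanconi anemia pathway, 13 fell and none rose (14 lower when adjusted over the list alone), with a median of −1.44 (adjusted p = 2.25e-05 from camera, and adjusted p = 0.302 with an estimated correlation) and medians of −0.63, −1.95 and −1.64 in N0, N1 and N2. GINS2, a subunit of the replicative helicase complex, fell by 1.86 (standard error 0.44, adjusted p = 0.00686). The recombination list has 14 of its 16 genes in the paper's tables, which were chosen on these samples, so its fall is not independent evidence. Of 19 measured genes of nucleotide excision repair, the pathway that removes UV photoproducts, with 0 in those tables, none passed the threshold (2 higher and 1 lower at any fold), with a median of −0.07 and a mean of 0.01 (adjusted p = 0.882 from camera, direction higher), and the difference between the lists was not tested. Of the 59 DNA damage response genes of S6 Table, which the study chose on these samples and which are not independent evidence, 53 fell (59 adjusted over the list alone) and none rose, with a median of −1.37. Without N2 the calls of XRCC2 (adjusted p = 0.134; 0.00509 to 0.233 over all settings) and BRCA2 (adjusted p = 0.171; 0.00856 to 0.246) were lost.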

Among the DDR genes down-regulated by UVR (Fig 1B), many of them encode DNA helicases, DNA-dependent ATPases, and pyrophosphatases that participate in DNA replication and repair (S6 Table). DDR plays pivotal roles not only in maintaining genome integrity and stability, but it also has a broad impact on cell cycle regulation, chromatin dynamics, and apoptosis [35]. This may explain the observations that these related pathways all appear as the top UV-responsive pathways (Fig 1B). Among the genes upregulated by UVR exposure in the inflammatory response pathway, HDAC5 and HADC9 are two epigenetic regulators belonging to the class IIA family of histone deacetylases that are known to regulate adaptive immunity [36], underscoring the importance of epigenetic regulation of UVR-induced skin immune response.

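HDAC5 rose after UVR over Day 1 and Day 3, with a log2 fold change of 1.24 (standard error 0.17, adjusted p = 0.000251) from limma (1.48 in N0, 1.45 in N1 and 0.79 in N2). HDAC9 rose by 1.04 (standard error 0.33, adjusted p = 0.0303), mostly in N1 (0.55 in N0, 2.20 in N1 and 0.38 in N2). They were the 2 genes that passed among 11 histone deacetylase genes (2 when adjusted over the list alone), of which none fell past the threshold (1 was lower at any fold) and whose median was 0.12 (adjusted p = 0.333 from camera). UHRF1 alone passed among 7 DNA methylation genes (1 adjusted over the list alone), with −1.67 (standard error 0.27, adjusted p = 0.000709), and the list's median was −0.74 (adjusted p = 0.028 from camera, and adjusted p = 0.302 with an estimated correlation). HDAC9 was not called without the donor block (adjusted p = 0.347), without N1 (adjusted p = 0.412) or without N2 (adjusted p = 0.0638), with adjusted p of 0.0124 to 0.412 over all settings. HDAC5 was not called with 1 value per donor (adjusted p = 0.0876; 4.88e-09 to 0.0876).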

The UV biomarker panel identified in this study consists of more genes (401) than other biomarker panels currently used in clinical diagnosis of various diseases [37–39]. A large biomarker panel can offer better coverage and accuracy in assessing UV impact and skin cancer risk. New molecular tests can be developed based on the UV biomarker genes to replace the current MED-based method in testing the UV-protective efficacy of sunscreen products. The significant similarity between the UV signature and SCC signature suggests that such biomarker-based tests may also enable clinical diagnosis and skin cancer risk prediction in susceptible individuals following severe sunburns. Due to the steep decreases in the run times and costs of next-generation sequencing technologies, profiling an individual’s transcriptome has become a feasible clinical undertaking. We anticipate that the UV biomarker panel, together with ever-improving RNA-Seq and bioinformatics tools, will greatly facilitate the development of next-generation diagnostic tests to enhance skin cancer prevention and early detection to reduce the incidence of this prevalent human malignancy.

## Supporting Information

S1 Table Keratinocyte lines and experimental UVR conditions (DOCX) Click here for additional data file.

S2 Table Genes displaying time-dependent changes in mRNA expression following UVR. (DOCX) Click here for additional data file.

S3 Table Genes displaying dose-dependent changes in mRNA expression following UVR. (DOCX) Click here for additional data file.

S4 Table Conserved UVR signature genes in response to 30mJ/cm^2^ UVR. (DOCX) Click here for additional data file.

S5 Table Overlapping genes between UVR transcriptomic gene set and the DEG set from 21 days after UVR. (DOCX) Click here for additional data file.

S6 Table Top UVR-responsive pathways and associated UVR target genes. (XLSX) Click here for additional data file.

## References

[1] GuyGPJr, MachlinSR, EkwuemeDU, YabroffKR. Prevalence and costs of skin cancer treatment in the U.S., 2002–2006 and 2007–2011. American journal of preventive medicine. 2015;48(2):183–7. 10.1016/j.amepre.2014.08.036 25442229PMC4603424

[2] RogersHW, WeinstockMA, FeldmanSR, ColdironBM. Incidence Estimate of Nonmelanoma Skin Cancer (Keratinocyte Carcinomas) in the US Population, 2012. JAMA dermatology. 2015;151(10):1081–6. 10.1001/jamadermatol.2015.1187 .25928283

[3] The Surgeon General's Call to Action to Prevent Skin Cancer. Reports of the Surgeon General. Washington (DC)2014.25320835

[4] WuS, HanJ, LadenF, QureshiAA. Long-term ultraviolet flux, other potential risk factors, and skin cancer risk: a cohort study. Cancer epidemiology, biomarkers & prevention: a publication of the American Association for Cancer Research, cosponsored by the American Society of Preventive Oncology. 2014;23(6):1080–9. 10.1158/1055-9965.EPI-13-0821 24876226PMC4151553

[5] RobinsonJK. Sun exposure, sun protection, and vitamin D. Jama. 2005;294(12):1541–3. .1619362410.1001/jama.294.12.1541

[6] PleasanceED, CheethamRK, StephensPJ, McBrideDJ, HumphraySJ, GreenmanCD, et al A comprehensive catalogue of somatic mutations from a human cancer genome. Nature. 2010;463(7278):191–6. 10.1038/nature08658 20016485PMC3145108

[7] LautenschlagerS, WulfHC, PittelkowMR. Photoprotection. Lancet. 2007;370(9586):528–37. 10.1016/S0140-6736(07)60638-2 .17693182

[8] OsterwalderU, HerzogB. Sun protection factors: world wide confusion. The British journal of dermatology. 2009;161 Suppl 3:13–24. 10.1111/j.1365-2133.2009.09506.x .19775352

[9] BensG. Sunscreens. Advances in experimental medicine and biology. 2014;810:429–63. .2520738110.1007/978-1-4939-0437-2_25

[10] DennisLK, Beane FreemanLE, VanBeekMJ. Sunscreen use and the risk for melanoma: a quantitative review. Annals of internal medicine. 2003;139(12):966–78. .1467891610.7326/0003-4819-139-12-200312160-00006

[11] HackerE, BoyceZ, KimlinMG, WocknerL, PollakT, VaartjesSA, et al The effect of MC1R variants and sunscreen on the response of human melanocytes in vivo to ultraviolet radiation and implications for melanoma. Pigment cell & melanoma research. 2013;26(6):835–44. 10.1111/pcmr.12157 .23962207

[12] SeiteS, FourtanierA, MoyalD, YoungAR. Photodamage to human skin by suberythemal exposure to solar ultraviolet radiation can be attenuated by sunscreens: a review. The British journal of dermatology. 2010;163(5):903–14. 10.1111/j.1365-2133.2010.10018.x .20977441

[13] HeckmanCJ, ChandlerR, KlossJD, BensonA, RooneyD, MunshiT, et al Minimal Erythema Dose (MED) testing. Journal of visualized experiments: JoVE. 2013;(75):e50175 10.3791/50175 23748556PMC3734971

[14] DawesJM, Antunes-MartinsA, PerkinsJR, PatersonKJ, SisignanoM, SchmidR, et al Genome-wide transcriptional profiling of skin and dorsal root ganglia after ultraviolet-B-induced inflammation. PloS one. 2014;9(4):e93338 10.1371/journal.pone.0093338 24732968PMC3986071

[15] de la FuenteH, LamanaA, MittelbrunnM, Perez-GalaS, GonzalezS, Garcia-DiezA, et al Identification of genes responsive to solar simulated UV radiation in human monocyte-derived dendritic cells. PloS one. 2009;4(8):e6735 10.1371/journal.pone.0006735 19707549PMC2727914

[16] YangG, ZhangG, PittelkowMR, RamoniM, TsaoH. Expression profiling of UVB response in melanocytes identifies a set of p53-target genes. The Journal of investigative dermatology. 2006;126(11):2490–506. 10.1038/sj.jid.5700470 .16888633

[17] RiegerKE, ChuG. Portrait of transcriptional responses to ultraviolet and ionizing radiation in human cells. Nucleic acids research. 2004;32(16):4786–803. 10.1093/nar/gkh783 15356296PMC519099

[18] DazardJE, GalH, AmariglioN, RechaviG, DomanyE, GivolD. Genome-wide comparison of human keratinocyte and squamous cell carcinoma responses to UVB irradiation: implications for skin and epithelial cancer. Oncogene. 2003;22(19):2993–3006. 10.1038/sj.onc.1206537 .12771951

[19] TakaoJ, AriizumiK, DoughertyII, CruzPDJr. Genomic scale analysis of the human keratinocyte response to broad-band ultraviolet-B irradiation. Photodermatology, photoimmunology & photomedicine. 2002;18(1):5–13. .1198291610.1034/j.1600-0781.2002.180102.x

[20] KadekaroAL, LeachmanS, KavanaghRJ, SwopeV, CassidyP, SuppD, et al Melanocortin 1 receptor genotype: an important determinant of the damage response of melanocytes to ultraviolet radiation. FASEB journal: official publication of the Federation of American Societies for Experimental Biology. 2010;24(10):3850–60. 10.1096/fj.10-158485 20519635PMC3229421

[21] TrippCS, BlommeEA, ChinnKS, HardyMM, LaCelleP, PentlandAP. Epidermal COX-2 induction following ultraviolet irradiation: suggested mechanism for the role of COX-2 inhibition in photoprotection. The Journal of investigative dermatology. 2003;121(4):853–61. 10.1046/j.1523-1747.2003.12495.x .14632205

[22] SunX, KimA, NakataniM, ShenY, LiuL. Distinctive molecular responses to ultraviolet radiation between keratinocytes and melanocytes. Experimental dermatology. 2016 10.1111/exd.13057 .27119462PMC5295856

[23] AndersS, HuberW. Differential expression analysis for sequence count data. Genome biology. 2010;11(10):R106 10.1186/gb-2010-11-10-r106 20979621PMC3218662

[24] GentlemanRC, CareyVJ, BatesDM, BolstadB, DettlingM, DudoitS, et al Bioconductor: open software development for computational biology and bioinformatics. Genome biology. 2004;5(10):R80 10.1186/gb-2004-5-10-r80 15461798PMC545600

[25] Huang daW, ShermanBT, LempickiRA. Systematic and integrative analysis of large gene lists using DAVID bioinformatics resources. Nature protocols. 2009;4(1):44–57. 10.1038/nprot.2008.211 .19131956

[26] SubramanianA, TamayoP, MoothaVK, MukherjeeS, EbertBL, GilletteMA, et al Gene set enrichment analysis: a knowledge-based approach for interpreting genome-wide expression profiles. Proceedings of the National Academy of Sciences of the United States of America. 2005;102(43):15545–50. 10.1073/pnas.0506580102 16199517PMC1239896

[27] CowleyGS, WeirBA, VazquezF, TamayoP, ScottJA, RusinS, et al Parallel genome-scale loss of function screens in 216 cancer cell lines for the identification of context-specific genetic dependencies. Scientific data. 2014;1:140035 10.1038/sdata.2014.35 25984343PMC4432652

[28] BatageljV, MrvarA. Pajek—Analysis and visualization of large networks. Math Visual. 2004:77–103. WOS:000186345600004.

[29] SzklarczykD, FranceschiniA, WyderS, ForslundK, HellerD, Huerta-CepasJ, et al STRING v10: protein-protein interaction networks, integrated over the tree of life. Nucleic acids research. 2015;43(Database issue):D447–52. 10.1093/nar/gku1003 25352553PMC4383874

[30] van EckNJ, WaltmanL, DekkerR, van den BergJ. A Comparison of Two Techniques for Bibliometric Mapping: Multidimensional Scaling and VOS. J Am Soc Inf Sci Tec. 2010;61(12):2405–16. 10.1002/asi.21421. WOS:000284231100003.

[31] FartaschM, DiepgenTL, SchmittJ, DrexlerH. The Relationship Between Occupational Sun Exposure and Non-Melanoma Skin Cancer. Dtsch Arztebl Int. 2012;109(43):715–U14. 10.3238/arztebl.2012.0715. WOS:000311722200001. 23181135PMC3498471

[32] HudsonLG, GaleJM, PadillaRS, PickettG, AlexanderBE, WangJ, et al Microarray analysis of cutaneous squamous cell carcinomas reveals enhanced expression of epidermal differentiation complex genes. Molecular carcinogenesis. 2010;49(7):619–29. 10.1002/mc.20636 20564339PMC3626076

[33] BoiceJDJr. Radiation-induced thyroid cancer—what's new? Journal of the National Cancer Institute. 2005;97(10):703–5. 10.1093/jnci/dji151 .15900034

[34] LinSW, WheelerDC, ParkY, CahoonEK, HollenbeckAR, FreedmanDM, et al Prospective study of ultraviolet radiation exposure and risk of cancer in the United States. International journal of cancer Journal international du cancer. 2012;131(6):E1015–23. 10.1002/ijc.27619 22539073PMC3402606

[35] HarperJW, ElledgeSJ. The DNA damage response: ten years after. Molecular cell. 2007;28(5):739–45. 10.1016/j.molcel.2007.11.015 .18082599

[36] FalkenbergKJ, JohnstoneRW. Histone deacetylases and their inhibitors in cancer, neurological diseases and immune disorders. Nature reviews Drug discovery. 2014;13(9):673–91. 10.1038/nrd4360 .25131830

[37] YouYN, RustinRB, SullivanJD. Oncotype DX((R)) colon cancer assay for prediction of recurrence risk in patients with stage II and III colon cancer: A review of the evidence. Surgical oncology. 2015;24(2):61–6. 10.1016/j.suronc.2015.02.001 .25770397

[38] ZanottiL, BottiniA, RossiC, GeneraliD, CappellettiMR. Diagnostic tests based on gene expression profile in breast cancer: from background to clinical use. Tumour biology: the journal of the International Society for Oncodevelopmental Biology and Medicine. 2014;35(9):8461–70. 10.1007/s13277-014-2366-2 .25048969

[39] GyorffyB, HatzisC, SanftT, HofstatterE, AktasB, PusztaiL. Multigene prognostic tests in breast cancer: past, present, future. Breast cancer research: BCR. 2015;17:11 10.1186/s13058-015-0514-2 25848861PMC4307898

# Supplementary material for: Transcriptome Analysis Identifies the Dysregulation of Ultraviolet Target Genes in Human Skin Cancers
**Source:** PLoS One. 2016 Sep 19;11(9):e0163054. doi: 10.1371/journal.pone.0163054
**Supplement:** S2 Table

**S2 Table.** Genes displaying time-dependent changes in mRNA expression following UVR

|  |  |  |  | Down-regulated |  |  |  |  |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| ANLN |  | CENPH |  | GINS1 |  | MND1 |  | SGOL1 |
| ARHGAP11A |  | CENPI |  | GINS2 |  | MTBP |  | SGOL2 |
| ARHGAP11B |  | CENPJ |  | GINS4 |  | MYBL1 |  | SHCBP1 |
| ASF1B |  | CENPK |  | GLT8D2 |  | MYBL2 |  | SKA1 |
| ASPM |  | CENPM |  | GPR63 |  | MYH15 |  | SKA3 |
| ATAD2 |  | CENPN |  | GSG2 |  | NCAPG |  | SKP2 |
| ATAD5 |  | CENPO |  | GTSE1 |  | NCAPG2 |  | SLC43A3 |
| AURKA |  | CENPW |  | H2AFX |  | NCAPH |  | SLFN13 |
| AURKB |  | CEP55 |  | HAUS8 |  | NDC80 |  | SMC2 |
| BARD1 |  | CHAF1A |  | HELLS |  | NEIL3 |  | SMC4 |
| BIRC5 |  | CHEK1 |  | HIST1H2BH |  | NEK2 |  | SNORD17 |
| BLM |  | CHRNA5 |  | HJURP |  | NRGN |  | SNORD28 |
| BORA |  | CKAP2L |  | HMGB2 |  | NUF2 |  | SOX11 |
| BRCA1 |  | CKS1B |  | HMMR |  | NUSAP1 |  | SPAG5 |
| BRCA2 |  | CLSPN |  | HPDL |  | OIP5 |  | SPC24 |
| BRIP1 |  | DBF4 |  | HYOU1 |  | ORC1 |  | SPC25 |
| BUB1 |  | DBF4B |  | IL7R |  | ORC6 |  | STAMBPL1 |
| BUB1B |  | DDX12P |  | INCENP |  | PALMD |  | STIL |
| C11orf82 |  | DEPDC1 |  | IQGAP3 |  | PBK |  | SULT1E1 |
| C14orf80 |  | DHFR |  | KIAA0101 |  | PCDH18 |  | SUV39H1 |
| C15orf42 |  | DLEU1 |  | KIAA1524 |  | PCDHAC2 |  | TACC3 |
| C16orf59 |  | DLGAP5 |  | KIF11 |  | PEG10 |  | TCF19 |
| C1orf112 |  | DSCC1 |  | KIF14 |  | PFAS |  | TGM4 |
| C9orf100 |  | DTL |  | KIF15 |  | PKMYT1 |  | THBS1 |
| CASC5 |  | DUSP9 |  | KIF18A |  | PLK1 |  | TIMELESS |
| CCDC150 |  | E2F1 |  | KIF18B |  | PLK4 |  | TK1 |
| CCNA2 |  | E2F8 |  | KIF20A |  | POLE2 |  | TMEM97 |
| CCNB1 |  | EDNRA |  | KIF20B |  | POLQ |  | TOP2A |
| CCNB2 |  | EME1 |  | KIF23 |  | POLR3G |  | TPX2 |
| CCNE2 |  | ERCC6L |  | KIF24 |  | PRC1 |  | TRAIP |
| CCNF |  | ESCO2 |  | KIF2C |  | PRIM1 |  | TRIM59 |
| CDC20 |  | ESPL1 |  | KIF4A |  | PSMC3IP |  | TRIP13 |
| CDC25A |  | EXO1 |  | KIF4B |  | PTGS1 |  | TROAP |
| CDC25C |  | FAM111B |  | KIFC1 |  | RACGAP1 |  | TTK |
| CDC45 |  | FAM167A |  | KPNA2 |  | RAD51 |  | UBE2C |
| CDC6 |  | FAM54A |  | LBR |  | RAD51AP1 |  | UBE2S |
| CDC7 |  | FAM64A |  | LMNB1 |  | RAD54B |  | UHRF1 |
| CDCA2 |  | FAM72A |  | LOC100128191 |  | RAD54L |  | UTP20 |
| CDCA3 |  | FAM72B |  | LOC100506711 |  | RBL1 |  | WDR4 |
| CDCA5 |  | FAM83D |  | MAD2L1 |  | RECQL4 |  | WDR62 |
| CDCA8 |  | FANCA |  | MCM10 |  | RFC3 |  | WDR65 |
| CDK1 |  | FANCB |  | MCM3 |  | RGMB |  | WDR76 |
| CDKN2C |  | FANCD2 |  | MCM5 |  | RMI1 |  | XRCC2 |
| CDKN3 |  | FANCI |  | MCM7 |  | RRM2 |  | ZNF367 |
| CDT1 |  | FBXO5 |  | MELK |  | S1PR1 |  | ZNF492 |
| CENPA |  | FEN1 |  | MKI67 |  | SEMA3D |  | ZNF724P |
| CENPE |  | FKBP11 |  | MMP2 |  | SFTA1P |  | ZWINT |
| CENPF |  | FOXM1 |  | MMS22L |  | SFXN2 |  |  |

# Supplementary material for: Transcriptome Analysis Identifies the Dysregulation of Ultraviolet Target Genes in Human Skin Cancers
**Source:** PLoS One. 2016 Sep 19;11(9):e0163054. doi: 10.1371/journal.pone.0163054
**Supplement:** S3 Table

**S3 Table.** Genes displaying dose-dependent changes in mRNA expression following UVR

# Supplementary material for: Transcriptome Analysis Identifies the Dysregulation of Ultraviolet Target Genes in Human Skin Cancers
**Source:** PLoS One. 2016 Sep 19;11(9):e0163054. doi: 10.1371/journal.pone.0163054
**Supplement:** S4 Table

**S4 Table.** Conserved UVR signature genes in response to 30mJ/cm^2^ UVR

# Supplementary material for: Transcriptome Analysis Identifies the Dysregulation of Ultraviolet Target Genes in Human Skin Cancers
**Source:** PLoS One. 2016 Sep 19;11(9):e0163054. doi: 10.1371/journal.pone.0163054
**Supplement:** S5 Table

**S5 Table.** Overlapping genes between UVR transcriptomic gene set and the DEG set from 21 days after UVR

| ADAMTS14 |  | LOC646329 |  | MCHR1 |
| --- | --- | --- | --- | --- |
| ANGPTL4 |  | HIST1H2AC |  | MIR23A |
| ANKRD20A5P |  | HIST1H2AE |  | MME |
| ANKRD56 |  | HIST1H2BC |  | MMP1 |
| ARHGAP30 |  | HIST1H2BD |  | MMP3 |
| ATG9B |  | HIST1H2BG |  | MYPN |
| BCAN |  | HIST1H3D |  | OCLN |
| C10orf10 |  | HIST1H4H |  | PADI1 |
| C14orf34 |  | HIST2H2BE |  | PCDHAC1 |
| C15orf52 |  | HIST2H2BF |  | PKD2L2 |
| C1orf68 |  | HMOX1 |  | PLAC8L1 |
| C20orf195 |  | HSD17B2 |  | POSTN |
| C7orf10 |  | ICAM1 |  | PRSS22 |
| CAPN12 |  | IL13RA2 |  | PSCA |
| CCDC62 |  | IL1RL1 |  | PTCH2 |
| CD8A |  | IL23A |  | PTGS2 |
| CEACAM1 |  | IL6 |  | PVRL4 |
| CLDN4 |  | IL8 |  | RGS16 |
| CLDN7 |  | KIAA1239 |  | RPLP0P2 |
| CLEC18B |  | KLK10 |  | RRAD |
| CLEC3B |  | KPRP |  | S100A12 |
| CRCT1 |  | KRT13 |  | S100A7 |
| CRYM |  | KRT19 |  | SCARF1 |
| CSF3 |  | KRT23 |  | SCARNA16 |
| CST6 |  | KRT7 |  | SCNN1D |
| CT62 |  | KRTAP19-1 |  | SHC2 |
| CYGB |  | KYNU |  | SHC4 |
| DEFB1 |  | LBH |  | SLAMF7 |
| DPP4 |  | LCE1F |  | SLC22A14 |
| ENTPD3 |  | LCE3D |  | SLC44A4 |
| FER1L4 |  | LCN2 |  | SPNS2 |
| FLJ43663 |  | LEMD1 |  | SPP1 |
| FLNC |  | LGI2 |  | STX16-NPEPL1 |
| FUT3 |  | LIF |  | SULT1A2 |
| GAD1 |  | LINC00086 |  | TM4SF19 |
| GDA |  | LOC100129617 |  | TMEM88 |
| GLRX |  | LOC100130331 |  | TMPRSS11E |
| GOLT1A |  | LOC100287036 |  | TMPRSS13 |
| GPR172B |  | LOC100506377 |  | TNXB |
| GRIP2 |  | LOC100506801 |  | TREML1 |
| HCAR3 |  | LOC100507025 |  | VNN1 |
| LOC152225 |  | LOC100507452 |  |  |

How the deposited data were processed for this re-analysis (not part of the article)

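Gene expression was measured by RNA-Seq in 24 libraries of primary human epidermal keratinocytes of 3 donors (lines N0, N1 and N2): 1 control library per line, 1 library per line at each of 10, 20 and 30 mJ/cm2 at Day 1 and at Day 3, and 3 libraries of N0 at 4 h. Line N6, the libraries of Day 21, the squamous cell carcinoma and other tumor data and the shRNA screen were not analysed here. By the Methods, 500 ng of total RNA with an integrity index of at least 8 went into each TruSeq library. The mapping of libraries to conditions was taken from the submitters' labels and the Methods.

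The authors mapped the reads with TopHat 2.0.4 and compared libraries with DESeq. The submitters' processing notes also name Cufflinks 2.0.2 and bcl2fastq 1.8.4. The counting tool, its annotation and its strand setting are not given in the sources used here. The deposited signal values are gene counts that the authors divided by DESeq size factors, computed for the 2 libraries of each comparison, with 25559 genes per library. The deposited tables also hold the authors' fold change of each gene, a ratio of the 2 values, and their p-value and adjusted p-value. In 15 of the files, 26 gene names had been turned into dates, and these were restored from the date. There were 45 value columns, and none belonged to another series.

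The reads behind the values were recovered from the smallest step between the values of a column. In every column all of the values then lay within 0.1 of a whole read, the control libraries gave the same reads in each file, and the size factors equalled the median ratio recomputed from these reads (largest deviation 0.0%). The totals were 12038562 to 28346350 reads per library (median 21268663), with 16918 to 18848 genes detected. Every irradiated library was put on the scale of its own donor's control by the authors' size factors. Because the deposited unit is a normalized value, the main test was limma on log2(value + 1), as fixed for this case in the design, and edgeR and DESeq2 on the recovered reads were run as alternatives. A fold change on the log2(value + 1) scale understates the change of low genes.

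The fit held 21 libraries in 7 conditions with the donor as a block, and 15473 genes with a value of at least 10 in at least 3 libraries. It used limma's empirical Bayes step with a trend of the spread on expression, and Benjamini-Hochberg adjustment. From it came 12 comparisons: the mean of the 6 irradiated conditions against control, each of these 6 conditions against control, Day 3 against Day 1 at the same doses, 30 against 10 mJ/cm2 averaged over both days and at each day, and 30 mJ/cm2 against control averaged over both days. Comparisons against control took an adjusted p under 0.05 and a fold change above 2 or under 0.5, and the comparisons of times and doses an adjusted p under 0.05. The difference between lines in their change from Day 1 to Day 3 was tested on 18 irradiated libraries. The 4 h libraries, with no replicate, entered no test, and their gene lists were set against 10000 random lists matched on mean expression. The donor block follows from the design, since libraries of 1 line come from the same donor: deviations from the condition means correlated by 0.51 on average over 63 pairs of libraries of the same donor (0.043 to 0.757) and by −0.29 over 147 pairs of different donors. The 3 donors are the replicates, and all irradiated libraries of a donor share 1 control library.

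Before the data were examined, 36 gene lists were fixed, of which 34 had enough genes to test: mitosis, DNA replication, homologous recombination and Fanconi anemia, nucleotide excision repair, p53 targets, the BCL2 family, inflammatory cytokines, NF-kB targets, interferon response, cornified envelope, spinous layer, basal layer, wound keratins, tight junction, kallikreins, histones, oxidative stress (NRF2), immediate early genes, unfolded protein response, cholesterol synthesis, extracellular matrix, matrix proteases, very long genes, antimicrobial genes, MHC class I, autophagy, histone deacetylases, DNA methylation, the Notch pathway, MYC antagonists, the circadian clock, ribosomal proteins, and markers of melanocytes, fibroblasts, leukocytes and endothelial cells. The lists were written with the supplementary tables at hand, and some share genes with them (all 25 mitosis genes and 27 of 32 cornified envelope genes, but 0 nucleotide excision repair genes). They were tested with camera at a preset correlation of 0.01, with an estimated correlation and fry as alternatives. The genes named in the text were chosen by a rule fixed at the same time: 9 genes of the paper's text, 16 of Fig 3 and 11 of Table 2; for the UVR, time and dose comparisons the 10 largest and 10 lowest changes past the threshold, in the same direction in every donor and with at least median expression; up to 4 members of each list with the largest changes past the threshold; and the 10 highest and 10 lowest genes at 4 h. Names starting with LOC, SNOR, SCARNA or MIR and genes of the Y chromosome were left out of the last 3 parts. The gene tables of the paper had been read by then. Of the genes so chosen at 4 h, 1 is not reported here.

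The analysis was tested on simulated counts in which 100 genes each were changed 3-fold and 6-fold. For UVR over 15279 genes, 91 and 100 of these were recovered and 2 unchanged genes were called; for time over 15279 genes 93 and 100, with 12 unchanged genes called; for dose over 15277 genes 95 and 100, with 14; for 30 mJ/cm2 over 15285 genes 85 and 96, with 4; for Day 1 and 30 mJ/cm2 over 15277 genes 84 and 96, with 6; and for the difference between lines over 15473 genes 58 and 89, with 8. The changed genes were each given 1 set fold. These counts therefore do not show how often the test calls a gene whose response is particular to 1 donor. On the real values limma called 1385 genes for UVR in the full fit and 0 with 1 value per donor. Alternatives covered the donor block, scaling, the filter on low values, the pseudocount (0.5 and 8), the tool, each line left out, 1 value per donor, and the paper's own combination of 6 regressions by Fisher's method. Those added after the data were seen are Fisher's method adjusted over the genes past the UVR threshold alone, edgeR with TMM scaling, limma without the trend, the geometric mean of the authors' fold changes, quantile normalization and thinning for the difference between lines, the dose trend of Day 3 against that of Day 1, the leaving out of single libraries, and leaving out the donor block and quantile normalization for the gene lists. The length of the transcribed region, transcript length and GC content came from GENCODE v29, which is not the authors' annotation, so that no coordinates are given. The spread of technical repeats cannot be had, as each condition of a line was sequenced in 1 library. Tools were R 4.3.3, limma 3.58.1, edgeR 4.0.16, DESeq2 1.42.0, Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.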

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

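Chosen only after the results were seen were the tests of seeding density, the test of the dose trend between the days and the counts without single libraries. So were quantile normalization and thinning for the difference between lines, and quantile normalization for the gene lists.

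The 33 very long genes, which as a group lie outside the paper's discussion although 14 of the 35 listed are in its tables chosen on these samples, had a median span of 758 kb against 30.4 kb over all genes tested and a median log2 fold change of −2.91 at Day 1 and 30 mJ/cm2 (−3.33, −2.25 and −2.90 in N0, N1 and N2). Random lists matched on transcript length had medians of −0.54 to 0.16 (central 95% of 10000), lists matched on GC content −0.43 to 0.21, and after quantile normalization the list stood at −2.70, which argues against transcript length, GC content and normalization as the whole cause. Across 14268 other genes, at fixed transcript length and GC, the change at Day 1 and 30 mJ/cm2 had a slope of −0.26 per doubling of gene span (−0.30, −0.21 and −0.27 in the lines), against −0.11 at 20 mJ/cm2 and −0.0056 at 10 mJ/cm2, where N1 had 0.019, and −0.043 at Day 3 and 30 mJ/cm2, while at 10 mJ/cm2 the slope was no steeper at Day 1 than at Day 3 (−0.0085). At 4 h in N0, with no replicate, the list lay at −0.52, inside the range of random lists matched on expression (percentile 7.06), and at 30 mJ/cm2 the medians by span were 0.54 up to 10 kb, 0.04 to 30 kb, −0.29 to 100 kb, −0.53 to 200 kb, −0.46 to 400 kb and −0.29 above. A candidate explanation, as a hypothesis, is transcription blocked along long genes at Day 1, which nascent RNA counted along long genes at equal seeding density could decide, but at 4 h the values fell with span only up to 200 kb, the genes are not independent replicates, and neither RNA half-life nor seeding density was tested against it.

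The change from Day 1 to Day 3 differed between the lines in 206 genes (limma, adjusted p under 0.05, 18 libraries), among them 24 of 25 mitosis genes, with a median of −3.79 in N1 against −0.54 in N0 and −1.12 in N2. For the count of 206 chance is not excluded, since 3 of 36 arrangements of the donors, the real one included, gave as many (highest other 234). For the mitosis genes, N1 lay under the lower of the other lines by −2.74 with every library thinned to 1 depth, by −2.54 after quantile normalization and by at least −1.65 at each dose, which argues against depth, normalization and a single dose of N1 as the cause. Each line is 1 donor with 1 culture per condition, so that a difference between donors and one between cultures both stay open, untested.

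Dishes at 10 mJ/cm2 were seeded at the density of the control dishes. At Day 3 they had a mitosis median of −2.38 and a cornified envelope median of 2.01, both past camera's threshold but each with adjusted p = 0.35 with an estimated correlation (−1.89 and 1.49 without the N1 library), which argues only weakly against seeding density as the whole cause of these Day 3 changes. At Day 1 and the same density neither list passed (mitosis median −0.28, adjusted p = 0.0928 from camera, and cornified envelope 0.54, adjusted p = 0.109, with −1.14 in N1), so that for Day 1 seeding density stays open. From 10 to 30 mJ/cm2 the mitosis genes fell by 1.57 in the median, and here dose and seeding density cannot be told apart, because more cells were seeded at each higher dose.

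The dose trend differed between Day 3 and Day 1 in 3790 genes (limma, adjusted p under 0.05), in 2415 of them with opposite signs, and in 2489 without the N0 library at Day 1 and 30 mJ/cm2, and in 894, 2421 and 1496 without N0, N1 and N2. Spinous layer genes, for example, had a median of 1.56 from 10 to 30 mJ/cm2 at Day 1 and −1.39 at Day 3 (adjusted p = 1.45e-06 for the difference from camera, and adjusted p = 0.571 with an estimated correlation).

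Interferon response genes, which the paper does not discuss, had a median change of −1.45 from 10 to 30 mJ/cm2 (−0.96, −2.32 and −1.07 in N0, N1 and N2; −1.21 without the N1 library at Day 3 and 10 mJ/cm2). By day, the median change was −0.69 at Day 1 and −2.21 at Day 3, where the dishes at 30 mJ/cm2 had also been seeded more densely than at Day 1.

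At 4 h, 490 genes were over 2-fold higher and 975 over 2-fold lower at all 3 doses in N0, of 13701 genes, with no replicate and no test; the paper reports no genes for this time.

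The 7 condition labels were reassigned within each donor (100 arrangements, the real one among them). At most 2 arrangements, the real one included, gave as many genes as the real labels in any comparison. The other arrangements called a median of 0 genes in each. Reassigning all 7 labels also moves the real differences between conditions into the spread. The test thus asks whether any condition differs, and cannot exclude chance for a single comparison. For UVR 1 arrangement, the real one, gave as many as 1385 genes (highest other 491), and likewise 62 at Day 1 and 10 mJ/cm2 (0), 3490 at Day 1 and 30 mJ/cm2 (1947), 1500 at Day 3 and 10 mJ/cm2 (443), 1714 at Day 3 and 30 mJ/cm2 (280), 7199 for Day 3 against Day 1 (1001), 6230 for dose (1718), 6961 for dose at Day 1 (3515), 1442 for dose at Day 3 (5) and 2424 at 30 mJ/cm2 over both days (736). The 27 gene lists for UVR were also reached by no other arrangement, but by a narrow margin, since the others called 4 to 26 lists, with a median of 12 and over 20 lists in 12 arrangements. At 20 mJ/cm2, 2 arrangements gave as many, the real one with 1114 genes and 1 other with 1384 at Day 1, and the real one with 1889 and 1 other with 2272 at Day 3.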

How the results depend on the processing

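Chosen only after the results were seen were edgeR with TMM, Fisher's method adjusted over the genes past the UVR threshold, limma without the trend, the geometric mean of the authors' fold changes, the leaving out of single libraries, quantile normalization and thinning for the difference between lines, the dose trend of Day 3 against that of Day 1, and leaving out the donor block and quantile normalization for the gene lists. No call of a named gene or gene list turned its direction under any setting, while the balance of higher and lower genes did in places, as at Day 1 and 10 mJ/cm2 without N1 (1 higher and 9 lower, for 47 and 15) and at Day 1 and 20 mJ/cm2 without N2 (346 and 253, for 480 and 634). Of 6522 checks of named genes (446 pairs of a gene and a comparison), 5458 stayed on the same side of the threshold, 1049 lost the call, 15 gained one and 0 were called the other way, and 17 pairs were the same throughout. Quantile normalization, the filter, the pseudocount, edgeR and the spread prior moved every total of called genes by less than 1.5 times, and so did DESeq2 except at Day 1 and 10 mJ/cm2 (136 for 62). Counts in 1 direction moved further in places: without the filter 903 genes were higher at 4 h (490) and 9 lower at Day 1 and 10 mJ/cm2 (15), where a pseudocount of 8 gave 27, and with DESeq2 1041 genes fell with dose at Day 3 (645). Depth limits low genes, which the filter of 10 left out, and with every library thinned to the shallowest total the difference between lines was called in 193 genes in place of 206. For the values that moved, fewer libraries, fewer values or another threshold enter by construction where lines were left out, donors averaged or the fold threshold dropped; for the others the cause was not tested.

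Without the donor block, UVR called 415 genes in place of 1385, Day 1 14 at 10 mJ/cm2 (62), 511 at 20 mJ/cm2 (1114), Day 3 55 (1500), 286 (1889) and 393 (1714) at 10, 20 and 30 mJ/cm2, Day 3 against Day 1 4034 (7199), dose 3450 (6230), 4242 at Day 1 (6961) and 204 at Day 3 (1442), and 30 mJ/cm2 over both days 1462 (2424). The block also set the genes that went further by Day 3, 39 of the higher genes (251) and 16 of the lower (255), and further with dose, 115 (379) and 125 (410). The counts of genes that went further need not share 1 base set, since UVR called 415 genes without the block. At Day 1 and 30 mJ/cm2 and for the calls of gene lists, the count without the block was within 1.5 times.

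With each line left out in turn, UVR called 784 to 1171 genes, Day 1 0 to 50 at 10 mJ/cm2, 503 to 1168 at 20 mJ/cm2, Day 3 180 to 1109, 1074 to 1365 and 1035 to 1406, dose 3677 to 4530, 3639 to 5851 at Day 1 and 181 to 996 at Day 3. For the 0 genes at Day 1 and 10 mJ/cm2 without N0 in limma, 670 had an unadjusted p under 0.05. Of the higher genes 90 to 189 and of the lower 69 to 199 went further by Day 3, and 203 to 300 and 142 to 405 with dose. The PC2 range ratio of 0.7937 became 0.2903 to 0.6604 in that way, 0.9328 over genes past the UVR threshold, 0.6929 with scaled genes and 1.47 without the 4 h libraries.

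With 1 value per donor limma called 0 genes for UVR (4792 at an unadjusted p under 0.05; edgeR 1320 and DESeq2 1409 in the full design), 0 for Day 3 against Day 1 (6138), so 0 and 0 of the genes going further by Day 3, and 2650 for dose, with 247 of the higher genes going further. The 247 genes were counted among UVR genes of another fit, since 1 value per donor called 0 for UVR. No fold threshold gave 3923 genes for UVR. Fisher's method on 6 regressions called 39 genes for dose, with 2 of the higher and 4 of the lower genes going further, and 58 and 120 when adjusted over the 1385 genes past the UVR threshold alone. At 30 mJ/cm2, 522 genes were over 2-fold changed in all 3 lines at both days (2424), 3 when an adjusted p under 0.05 in the authors' deposited table was also required, and 38 when 1 of the 2 days was enough for this. With an estimated correlation camera called 0 of 34 lists for UVR (27), 0 for time (8) and 0 for dose (20), with 12, 1 and 8 at an unadjusted p under 0.05, and fry called 16 for time. Without the 30 mJ/cm2 libraries the lines differed in 130 genes (206). Without the N1 library of Day 3 and 10 mJ/cm2, that condition called 368 genes and dose at Day 3 471.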

Differences from the paper's values

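Only Fisher's method adjusted over the genes past the UVR threshold was chosen after the values were seen. The paper's 164 upregulated genes higher at Day 3 than at Day 1 compare with 251 here, at the same adjusted p. The paper counts them among 531 upregulated genes by paired t-tests, and here they are counted among 789 (31.81% of them) by limma, so that both the set and the test differ. Of the alternatives set before the data were examined, quantile normalization (193), no filter on low values (212), a pseudocount of 8 (181), N1 left out (145), N2 left out (189), edgeR with DESeq2 size factors (235) and limma on the 9 paired differences (219) lay within 1.5 times of the paper's number. No donor block (39), a pseudocount of 0.5 (248), N0 left out (90), DESeq2 (274) and 1 value per donor (0) did not.

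The paper's 401 conserved signature genes compare with 1177 genes higher at 30 mJ/cm2 here. The Methods give the thresholds for each comparison (fold change above 2 or under 0.5 and an FDR under 0.05), but in the paper's text the rule for conservation between donors was not found, and the paper used 4 donors where 3 were analysed here. Only the count of genes over 2-fold higher in all 3 lines at both days, with no test (303), lay within 1.5 times. The others did not: no donor block gave 665, quantile normalization 1092, no filter 1300, pseudocounts of 0.5 and 8 1171 and 946, N0, N1 and N2 left out 797, 1037 and 995, DESeq2 1217, edgeR 1172, and an adjusted p under 0.05 in the authors' deposited table of all lines 3 at both days and 25 at either day. All 355 tested genes of S4 Table were over 2-fold higher in the authors' deposited table of N1 at Day 3 and 30 mJ/cm2. The count over 2-fold higher in all 6 libraries at that dose was 215. It is not tied to the authors' table, so these counts may rest on different measures.

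The paper gives CST6 as an example of a gene higher at Day 3 than at Day 1. Here its 9 pairs were all higher, but its adjusted p was 0.0833 from limma, and it passed with a pseudocount of 8 (adjusted p = 0.0394) and on the 9 paired differences (adjusted p = 0.00843; 0.00843 to 0.34 over all settings).

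Table 2 holds KLK7 and SPOCD1 among the signature genes upregulated by UVR. Here 9 of its 11 genes passed for UVR over Day 1 and Day 3, and KLK7 (log2 fold change 1.33, adjusted p = 0.189 from limma) and SPOCD1 (1.00, adjusted p = 0.15) did not, under any setting tried. At 30 mJ/cm2 these 2 and IFI27 (1.06, adjusted p = 0.173) did not pass.

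Fig 1A shows the 4 h profiles apart from those of Day 1 and Day 3 on PC1. The paper computed its components on lists of differentially expressed genes of 4 donors. The main components of the re-analysis used 21 profiles of 3 donors over 15650 genes, so the inputs differ. Here the lowest 4 h score minus the highest other score was −8.337, and −0.2976 with the genes past the UVR threshold, but 37.66 with scaled genes, 58.96 without N1 and 80.97 without N2. On PC2 the 4 h profiles lay apart, at −79.66 to −69.14, with the lowest other score at −54.29. In the paper the PC2 range appeared smaller at Day 3 than at Day 1, and here it was 0.7937 of the Day 1 range. The ratio was 1.47, however, in components without the 4 h libraries.

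Fisher's method on 6 regressions, the paper's method for dose, called 2 upregulated and 4 down-regulated genes here when adjusted over all 15473 genes. The paper ran it on its differentially expressed genes alone and reports 285 and 452. Adjusted over the 1385 genes past the UVR threshold here, it called 58 and 120, and the comparison of 30 with 10 mJ/cm2 gave 379 and 410.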

Other observations

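The gene lists of this part were fixed before the data were examined, and no test here was chosen after its result was seen. The direction of several lists is not independent evidence, since 14 of 18 histone, 10 of 17 extracellular matrix, 6 of 16 unfolded protein response, 14 of 35 very long, 8 of 17 autophagy and lysosome, 4 of 5 MYC antagonist, 7 of 17 oxidative stress, 6 of 10 kallikrein, 6 of 15 matrix protease, 4 of 12 Notch pathway, 12 of 29 p53 and 3 each of the immediate early and interferon response genes are in the paper's tables, chosen on these samples. Histone genes whose messages reach a poly(A) library rose after UVR over Day 1 and Day 3 in 13 of 18 cases and fell in 1 (13 and 1 adjusted over the list alone; median 1.73, adjusted p = 2.73e-06 from limma's camera, and adjusted p = 0.124 with an estimated correlation). HIST1H3D (3.01 on the log2 scale) and HIST1H1C (2.58) rose and H2AFX (−1.37) fell, with reads among the near-identical members uncertain. Extracellular matrix genes fell in 11 of 17 cases and rose in none (11 adjusted over the list alone; median −1.24, adjusted p = 6.61e-07, and adjusted p = 0.211 with an estimated correlation), such as COL8A1 (−1.99) and LTBP1, which binds latent TGF-beta (−1.85). Of 16 genes of the unfolded protein and amino acid stress response 10 fell (10 adjusted over the list alone; median −1.11, adjusted p = 3.34e-05, and adjusted p = 0.274 with an estimated correlation), among them the chaperone genes HSPA5 (−1.51) and SDF2L1 (−1.38), with medians of −1.61, −0.13 and −1.05 in N0, N1 and N2. Very long genes fell in 19 of 33 cases (19 adjusted over the list alone; median −1.23, adjusted p = 6.49e-14, and adjusted p = 0.124 with an estimated correlation), such as the tumor suppressor genes FHIT (−2.69) and WWOX (−1.99). Autophagy and lysosome genes rose in 8 of 17 cases (8 adjusted over the list alone; median 0.96, adjusted p = 2.52e-10, and adjusted p = 0.0874 with an estimated correlation), with the cargo receptor gene SQSTM1 (1.57) and ATG9B (1.95). Of 5 MYC antagonists 4 rose (4 adjusted over the list alone; median 1.09, adjusted p = 0.00223, and adjusted p = 0.124 with an estimated correlation), MXD1 (1.26) and MXD4 (1.12) among them. Circadian clock genes rose in 3 of 14 cases (3 adjusted over the list alone; median 0.58, adjusted p = 0.00452, and adjusted p = 0.124 with an estimated correlation), namely NR1D1 (1.90), a repressor of the clock, DBP (1.52) and NR1D2 (1.12), in cells that by the Methods were all collected on the same day.

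Interferon response genes rose in 3 of 23 cases over all doses (3 adjusted over the list alone; median 0.59, adjusted p = 0.000189, and adjusted p = 0.397 with an estimated correlation): IFI27 (1.61), RSAD2 (1.60) and ISG20 (1.37), with medians of 0.80, 1.47 and −0.32 in N0, N1 and N2. Oxidative stress genes rose in 6 of 17 cases (7 adjusted over the list alone; median 0.69, adjusted p = 0.00964, and adjusted p = 0.397 with an estimated correlation), HMOX1 (2.35) and AKR1C1 among them. Immediate early genes rose in 4 of 19 cases (4 adjusted over the list alone; median 0.48, adjusted p = 0.00518, and adjusted p = 0.194 with an estimated correlation), with ATF3 (2.74) and NR4A3 (2.12). Kallikrein genes rose in 6 of 10 cases (7 adjusted over the list alone; median 1.36, adjusted p = 0.000965, and adjusted p = 0.307 with an estimated correlation), KLK6 (2.60) among them, with medians of 2.95, −0.16 and 1.17 in N0, N1 and N2, and N1 below its control at 3 of 6 conditions. Of 14 matrix protease genes 3 rose and 1 fell (4 and 1 adjusted over the list alone; median 0.40, adjusted p = 0.0141, and adjusted p = 0.232 with an estimated correlation): TIMP2, an inhibitor of such proteases (1.64), SERPINB2, an inhibitor of plasminogen activators (1.51), and PLAUR (1.10) rose, and MMP2 (−1.07) fell. Single genes passed in the lists of MHC class I (HLA-G, 2.36; 1 of 13, 1 adjusted over the list alone, median 0.48, adjusted p = 0.00312, and adjusted p = 0.304 with an estimated correlation), cholesterol synthesis (HMGCS1, −1.22; 1 of 17, 1 adjusted over the list alone, median −0.43, adjusted p = 0.000947, and adjusted p = 0.397 with an estimated correlation) and the basal layer (KRT15, 2.21; 1 of 15, 1 adjusted over the list alone, median −0.20 but mean 0.02, adjusted p = 0.614). Of 12 Notch pathway genes HES2 (1.77) and NOTCH3 (2.04) rose and LFNG (−1.63) fell (2 and 1 adjusted over the list alone; median 0.32, adjusted p = 0.754). Of 25 ribosomal protein genes none passed in limma at over 2-fold (1 higher and 1 lower at any fold; median −0.14, adjusted p = 0.0542).

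From 10 to 30 mJ/cm2, p53 targets rose in 19 of 29 cases (19 higher and 1 lower adjusted over the list alone; median 0.47, adjusted p = 1.65e-05 from camera, and adjusted p = 0.357 with an estimated correlation) and oxidative stress genes in 11 of 17, with 1 lower (11 and 1 adjusted over the list alone; median 0.99, adjusted p = 5.64e-05, and adjusted p = 0.369 with an estimated correlation). Basal layer genes fell in 9 of 15 cases and rose in 1 (9 and 1 adjusted over the list alone; median −0.43, adjusted p = 0.031, and adjusted p = 0.515 with an estimated correlation), while from Day 1 to Day 3 9 of them rose (9 adjusted over the list alone; median 0.46, adjusted p = 0.0109, and adjusted p = 0.629 with an estimated correlation). The melanocyte regulator MITF fell with dose (−0.91, standard error 0.21, adjusted p = 0.00284 from limma).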
